# Functional genomics of fuzzless-lintless mutant of *Gossypium hirsutum* L. cv. MCU5 reveal key genes and pathways involved in cotton fibre initiation and elongation

**DOI:** 10.1186/1471-2164-13-624

**Published:** 2012-11-14

**Authors:** Kethireddy Venkata Padmalatha, Deepak P Patil, Krishan Kumar, Gurusamy Dhandapani, Mogilicherla Kanakachari, Mullapudi LV Phanindra, Saravanan Kumar, T C Mohan, Neha Jain, Arkalgud H Prakash, Hiremath Vamadevaiah, Ishwarappa S Katageri, Sadhu Leelavathi, Malireddy K Reddy, Polumetla Ananda Kumar, Vanga Siva Reddy

## Abstract

**Background:**

Fuzzless-lintless cotton mutants are considered to be the ideal material to understand the molecular mechanisms involved in fibre cell development. Although there are few reports on transcriptome and proteome analyses in cotton at fibre initiation and elongation stages, there is no comprehensive comparative transcriptome analysis of fibre-bearing and fuzzless-lintless cotton ovules covering fibre initiation to secondary cell wall (SCW) synthesis stages. In the present study, a comparative transcriptome analysis was carried out using *G*. *hirsutum* L. cv. MCU5 wild-type (WT) and it’s near isogenic fuzzless-lintless (*fl*) mutant at fibre initiation (0 dpa/days post anthesis), elongation (5, 10 and 15 dpa) and SCW synthesis (20 dpa) stages.

**Results:**

Scanning electron microscopy study revealed the delay in the initiation of fibre cells and lack of any further development after 2 dpa in the *fl* mutant. Transcriptome analysis showed major down regulation of transcripts (90%) at fibre initiation and early elongation (5 dpa) stages in the *fl* mutant. Majority of the down regulated transcripts at fibre initiation stage in the *fl* mutant represent calcium and phytohormone mediated signal transduction pathways, biosynthesis of auxin and ethylene and stress responsive transcription factors (TFs). Further, transcripts involved in carbohydrate and lipid metabolisms, mitochondrial electron transport system (mETS) and cell wall loosening and elongation were highly down-regulated at fibre elongation stage (5–15 dpa) in the *fl* mutant. In addition, cellulose synthases and sucrose synthase C were down-regulated at SCW biosynthesis stage (15–20 dpa). Interestingly, some of the transcripts (~50%) involved in phytohormone signalling and stress responsive transcription factors that were up-regulated at fibre initiation stage in the WT were found to be up-regulated at much later stage (15 dpa) in *fl* mutant.

**Conclusions:**

Comparative transcriptome analysis of WT and its near isogenic *fl* mutant revealed key genes and pathways involved at various stages of fibre development. Our data implicated the significant role of mitochondria mediated energy metabolism during fibre elongation process. The delayed expression of genes involved in phytohormone signalling and stress responsive TFs in the *fl* mutant suggests the need for a coordinated expression of regulatory mechanisms in fibre cell initiation and differentiation.

## Background

Cotton is a commercially important fibre crop and is used as a major source of natural textile fibre and cottonseed oil. Among the four cultivated species, *Gossypium hirsutum* represents over 95% of the cultivated cotton worldwide whereas the other three species, *G*. *barbadense*, *G*. *arboreum* and *G*. *herbaceum* together represent the remaining 5%. Cotton fibres are single-celled seed trichomes that develop from the ovule epidermal cells. About 30% of the seed epidermal cells differentiate into spinnable fibres [1,2]. Cotton fibre development includes four distinct, but overlapping stages: initiation, elongation/primary cell wall (PCW) synthesis, secondary cell wall (SCW) synthesis and maturation. The fibre cell initiation usually occurs from 2–3 days before anthesis to 2–3 days post anthesis (dpa) and fibre cell elongation occurs up to 20 dpa. However, fast elongation of fibre cell occurs between 5 to 15 dpa. Secondary cell wall synthesis starts at about 20 dpa and continues up to 45 dpa. During this period large amount of cellulose (>90%) deposition takes place and the fibre cell wall becomes thick. In the final maturation stage (45–50 dpa) fibres undergo dehydration and produce mature cotton lint [1-3].

Cotton fibre is considered as an excellent single-celled model system for studying the molecular mechanisms controlling the plant cell initiation, elongation and secondary cell wall biosynthesis. In recent years, functional genomics-based approaches have been widely used to investigate the genes involved in cotton fibre development [2-8]. Phytohormones such as ethylene [9], auxins [10,11] and brassinosteroids (BR) [12,13] and transcription factors such as MYB25 [14] and MYB25-like [15,16] were shown to be involved in fibre development. Cotton fibre elongates by diffusion growth mechanism and the turgor driven force is required for unidirectional elongation [17,18]. Therefore, osmotically active solutes (soluble sugars, potassium and malate) and ion-transporters (H^+^-ATPases and K^+^-transporter) play an important role in maintaining the osmotic potential of the elongating fibre cell [18]. It is reported that the closure of plasmodesmata (PD) and the coordinated up-regulation of potassium (K^+^) and sugar transporters during fibre elongation stage maintains the turgor pressure required for the fibre cell elongation and the duration of PD closure correlates positively with the fibre length [19]. In addition, it has been reported that ROS (reactive oxygen species) homeostasis is the central regulatory mechanism for cotton fibre initiation and differentiation [8]. Carbohydrate and energy metabolisms play an important role in the fibre development by providing the carbon skeletons for the synthesis of cell wall polysaccharides and fatty acids [5,7,20,21]. Several studies have shown the role of xyloglucan and pectin modifying enzymes [22], arabinogalactans [23] and expansins [24] in cell wall loosening and expansion during fibre elongation stage. Further actin cytoskeleton plays an important role during fibre elongation stage and reorientation of cytoskeleton microtubules is required for the onset of secondary cell wall synthesis [25-27]. Despite extensive research on cotton fibre biology over the last few decades, the mechanisms controlling fibre development remain largely unknown.

The fuzzless-lintless (*fl*) ovules of cotton mutant are ideal material for identifying genes involved in the fibre development through comparative approaches. A few comparative transcriptome and proteome studies were carried out to understand the genes involved in fibre initiation and differentiation using the ovules of fuzzless-lintless mutant and its wild-type [4,8,28]. Similarly, a comparative proteome study was carried out using ovules of *fl* mutant and its wild-type to identify the differentially expressed proteins at elongation stage [7]. However, comprehensive transcriptome studies employing fuzzless-lintless mutants involving all the important stages (initiation, elongation and secondary cell wall synthesis) of fibre development are not yet reported.

In the present study, comparative transcriptome analysis of *fl* mutant with its wild-type (WT), *G*. *hirsutum* L. cv. MCU5 at fibre initiation (0 dpa), elongation (5, 10 and 15 dpa) and SCW synthesis stage (20 dpa) was carried out using Affymetrix cotton GeneChip genome array. Data from this study suggests that stress responsive transcription factors and the genes involved in calcium (Ca^2+^) and phytohormone-mediated signalling pathways play a crucial regulatory role in fibre cell initiation and differentiation. Our study also revealed the down-regulation of several genes involved in interconversion of sugar molecules and mitochondrial electron transport system (mETS) that are required for the synthesis of cell wall polysaccharides and fatty acids and maintenance of redox-homeostasis during fibre elongation. The comprehensive transcriptome analysis identified several stage specific genes and pathways operating during the fibre development that might be useful for the improvement of cotton fibre.

## Results and discussion

### Morphology of fuzzless-lintless mutant

The near isogenic *fl* mutant employed in this study is a spontaneous mutant of *G*. *hirsutum* L. cv. MCU5 first identified in 1984 [29] and maintained as a pure fuzzless-lintless line in the germplasm collections at the Cotton Breeding Station, Tamil Nadu Agricultural University, Coimbatore [29,30]. Morphological and growth parameters of the *fl* mutant including plant height, leaf size, flower colour, number of bolls per plant, number of seeds per boll, etc. are very similar to that of WT. Scanning electron microscopy (SEM) study was carried out to identify the differences in early stages of fibre development by comparing the ovule of *fl* mutant with that of WT (Figure 1A). SEM analysis revealed the presence of fibre cell initials in the *fl* mutant, though very less in numbers as compared to WT. Fibre initials could be seen two days before anthesis (−2 dpa) in the WT and were more prominent at 0 dpa. Similarly, the fibre initials were also observed on the *fl* mutant, though not very prominent at −2 dpa, but were more visible at 0 dpa (Figure 1A). This suggests the probable delay of fibre initiation in the *fl* mutant. However, further growth of fibre initials were not observed in the *fl* mutant leading to its fuzzless-lintless status (Figure 1A and B).

**Figure 1:**
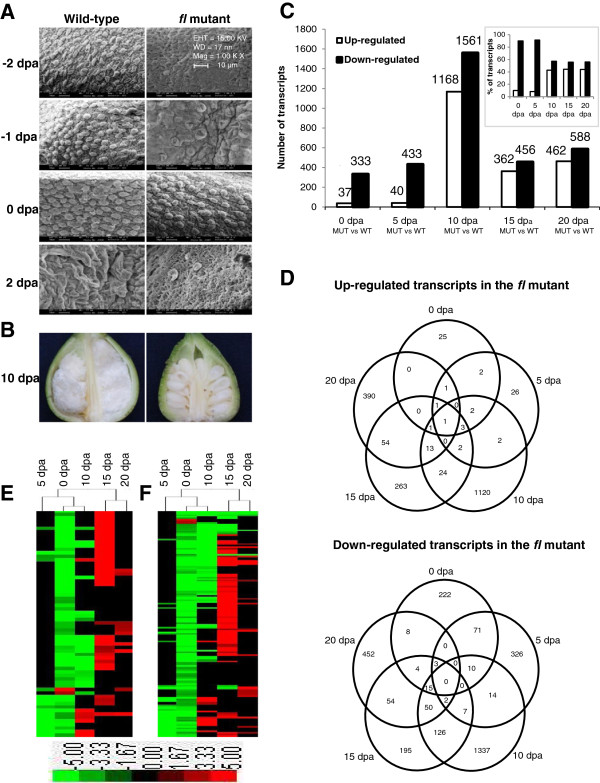
**Scanning electron microscopy (SEM) and transcriptome analyses during fibre development stages in *G*. *hirsutum *L. cv. MCU5 wild-type and its near isogenic fuzzless-lintless (*fl*) mutant.** (**A**) SEM images (bar is 10 μM) of epidermal layer of −2 to 2 dpa ovules from the WT and *fl* mutant. (**B**) Fibre-bearing ovules of WT and fuzzless-lintless ovule of mutant at 10 dpa. (**C**) Number of differentially expressed transcripts (DETs) during fibre development stages in the *fl* mutant as compared to their respective stages in WT and inset represents the percentage of up- and down-regulated transcripts in the *fl* mutant (**D**) Venn diagrams showing the commonly up- and down-regulated transcripts among the fibre development stages in the *fl* mutant. Cluster analysis showing the down-regulation of transcripts related to transcription factors (**E**) and phytohormones (**F**) at 0 dpa and up-regulation of about 50% of those transcripts at 15 dpa. DETs with *p* value ≤ 0.01 and fold change ≥ 3 were included and presented in Additional file 1.

### Comparative transcriptome analysis

Comparative transcriptome analysis was carried out at fibre initiation (0 dpa), elongation (5, 10 and 15 dpa) and SCW synthesis (20 dpa) stages using ovules of *fl* mutant and fibre-bearing ovules of WT to decipher molecular mechanisms involved in fibre cell development. 

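Cotton lint and fuzz are single epidermal cells of the ovule coat, and the fl mutant of Gossypium hirsutum carries neither. MCU5 WT and its near-isogenic fl mutant were compared at 5 stages, with 3 biological replicates of ovules per genotype and stage, so that 30 arrays fall into 10 groups and every mutant group has WT arrays of its own stage. Genes of each transcript named here, such as the transcription factor RRTF1 (redox responsive, GHI.9720.1.S1_AT) or the cell wall enzyme TCH4/XTH22 (GHI.10493.1.S1_S_AT), carry the names of the paper's own tables, in which 2098 of 2367 probe sets have an Arabidopsis match; probe set IDs are printed in capitals. The authors summarised the arrays by RMA in GeneSpring, and every probe set's log2 values are shifted to a median of 0 over the 6 arrays of its stage. Differences between the genotypes within a stage survive that shift, while levels of a transcript and changes from stage to stage do not. For RRTF1 at 0 dpa, the mean log2 value was −3.00 ± 0.29 (SD, n = 3) in the fl mutant and 2.76 ± 0.09 (SD, n = 3) in WT. After 103 control probe sets were left out, 24029 probe sets were tested at each stage with limma, and a transcript is called a DET at an adjusted p of at most 0.01 and a fold change of at least 3. Every log2 fold is fl mutant minus WT by the sample labels, with n = 3 arrays per genotype and its standard error (SE). At 5 and 20 dpa this direction is opposite to that in the fold tables of the study's additional files for 882 of 882 folds. At 0, 10 and 15 dpa 2722 of 2723 folds have the same direction. The groups of 5 and 20 dpa are therefore named by their labels throughout.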

Affymetrix cotton GeneChip genome arrays were used for transcriptome analysis. Transcripts with false discovery rate (FDR) adjusted *p* value ≤ 0.01 and fold change of  ≥ 3.0 were considered as differentially expressed transcripts (DETs) in the *fl* mutant as compared to their respective stages in WT (Figure 1C, Additional file 1). The number of down-regulated transcripts was more as compared to up-regulated transcripts in various stages analysed. 

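WT ovules carry fibre cells that elongate from 5 dpa, whereas the initials on fl mutant ovules do not elongate. By the labels, 37 transcripts were higher and 334 lower in the fl mutant at 0 dpa, 441 and 43 at 5 dpa, 1180 and 1574 at 10 dpa, 366 and 458 at 15 dpa, and 594 and 468 at 20 dpa. At 0 dpa the mutant had more of ATB2 (a bZIP factor of the sucrose response, GHI.5267.1.A1_AT), log2 2.87 (SE 0.0692, adjusted p = 2.25e-07), and far less of AT4G29780 (a nuclease-like protein, GHI.1092.1.A1_X_AT), −6.97 (SE 0.0946, adjusted p = 2.76e-08). Among the arrays labelled fl mutant at 5 dpa, RNS3 (a secreted ribonuclease, GHI.4737.1.A1_AT) stood at 5.78 (SE 0.107, adjusted p = 7.78e-08) and GLX1 (glyoxalase I, which clears methylglyoxal, GRA.76.1.A1_X_AT) at −2.72 (SE 0.0762, adjusted p = 3.66e-07). The mutant at 10 dpa had more osmotin 34 (an osmotic stress and defence protein, GHI.10646.1.S1_S_AT), 7.48 (SE 0.158, adjusted p = 6.62e-09), and less of a TCH4 transcript (xyloglucan endotransglucosylase, GHI.1127.2.A1_X_AT), −8.27 (SE 0.111, adjusted p = 2.64e-09). At 15 dpa the lowest was CYP87A2 (a cytochrome P450 that Additional file 4 matches to CPD of brassinosteroid synthesis, GHI.1119.1.S1_S_AT), −8.30 (SE 0.172, adjusted p = 2.63e-07), and the arrays labelled fl mutant at 20 dpa had far more of a β-globulin (seed storage protein, GHI.8040.1.S1_S_AT), 9.57 (SE 0.0702, adjusted p = 2.03e-10), and less AZI1 (a lipid transfer-like defence protein, GHI.10795.1.S1_S_AT), −4.85 (SE 0.0938, adjusted p = 8.63e-09). The values of the genotypes did not overlap for 56.9, 49.2, 64.3, 54.8 and 58.3% of all probe sets from 0 to 20 dpa, where 10% would do so by chance, and for every DET.

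**Figure D1:**
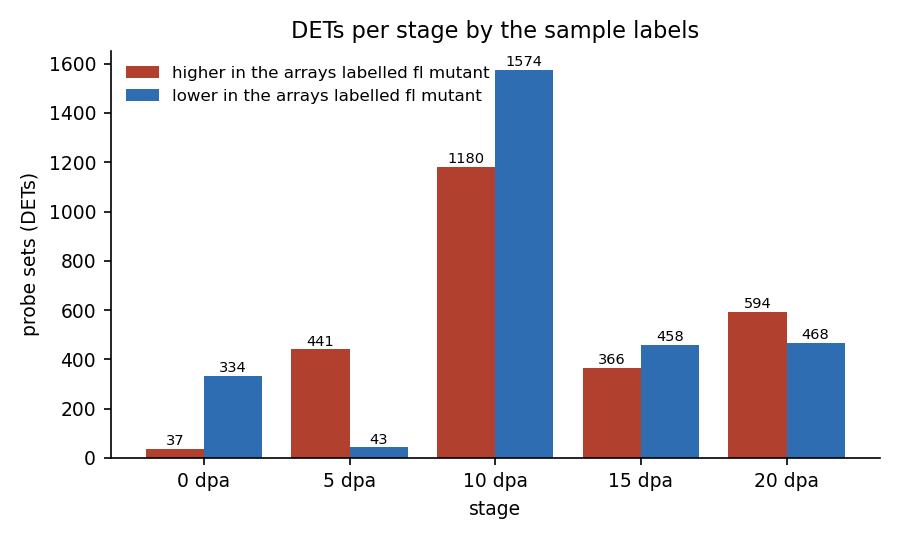
Number of transcripts called differentially expressed at each stage, higher and lower in the arrays labelled fl mutant (n = 3 arrays per genotype and stage; limma, adjusted p at most 0.01 and fold change of at least 3).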

Further, the percentage of down-regulated transcripts was very high at fibre initiation (0 dpa, 90.0%) and early elongation (5 dpa, 91.5%) stages as compared to the later stages (Figure 1C). 

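Fibre initials are prominent on the WT ovule at 0 dpa and elongate fast from 5 dpa, while the fl mutant has fewer initials, which do not elongate. The share of DETs that were lower was 90.0% at 0 dpa, 8.88% at 5 dpa by the labels, 57.2% at 10 dpa, 55.6% at 15 dpa and 44.1% at 20 dpa by the labels. At a fold change of at least 2 in place of 3, the share was 48.2% at 10 dpa (2832 higher and 2640 lower) and 49.9% at 15 dpa (870 and 866), so the majority there turns to the higher side. With the WT and fl mutant labels exchanged at 5 and 20 dpa, an alternative chosen after the values were seen, the shares there become 91.1 and 55.9%. The median size of the DETs stayed between log2 2.16 at 20 dpa and 2.37 at 15 dpa. Genes of the 0 dpa excess include AT5G17350 (a protein of unknown function, GHIAFFX.11775.1.S1_AT), log2 −6.38 (SE 0.147, adjusted p = 1.78e-07); genes on the other side are few, such as SULTR3;4 (a sulfate transporter, GHIAFFX.12651.1.S1_AT), 2.85 (SE 0.063, adjusted p = 1.61e-07). At 5 dpa the excess is carried by genes such as AT3G62730 (similar to desiccation proteins, GRA.1633.1.A1_S_AT), 7.14 (SE 0.0612, adjusted p = 6.28e-09), and the few transcripts on the other side include ATHSP22.0 (a small heat shock protein, GHI.8355.1.A1_AT), −2.44 (SE 0.0814, adjusted p = 8.54e-07).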

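A fibre cell runs through initiation, elongation and wall thickening in turn, each with its own enzymes, and a gene may differ between the genotypes at 1 of these steps only. Of 3933 transcripts called at any stage, 2828 (71.9%) were called at exactly 1 stage, 730 at 2, 297 at 3, 74 at 4 and 4 at all 5. By the labels none was higher at every stage and none lower; with the labels of 5 and 20 dpa exchanged, 1 is higher at every stage. Over 0, 10 and 15 dpa alone, 3234 transcripts were called, 2641 of them (81.7%) at 1 stage, with 5 higher and 24 lower at all of these stages. FLP1 of wax synthesis (GHI.6307.1.A1_S_AT) is among those 24, with log2 folds of −2.61 (SE 0.14, adjusted p = 1.13e-05), −4.54 (SE 0.177, adjusted p = 1.37e-07) and −5.06 (SE 0.132, adjusted p = 6.73e-07). Malate synthase (glyoxylate cycle, GHI.8123.1.S1_AT) was higher at 10 dpa only, 6.29 (SE 0.208, adjusted p = 5.59e-08). Against the number that unrelated lists would share, 148 were lower at both 0 and 10 dpa (21.9 by chance), 202 lower at both 10 and 15 dpa (30.0), 141 lower at 10 and higher at 15 dpa (24.0) and 153 lower at 0 and higher at 15 dpa (5.09), while 24 were higher at both 10 dpa and, by the labels, 20 dpa (29.2). By the labels of 20 dpa, 63 were lower at both 10 and 20 dpa (30.7). A further 163 were lower at 10 and higher at 20 dpa (38.9) and 125 higher at 10 and lower at 20 dpa (23.0).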

Data analysis revealed that majority of the DETs showed stage specific expression pattern with minor overlap among the stages (Figure 1D).

### Annotation and functional classification of DETs

The DETs were annotated based on TAIR proteome database ( http://www.arabidopsis.org). Out of 3,898 DETs, 2,968 (76.14%) were matched with *Arabidopsis* gene models with *E* value ≤ e^-10^ (Additional file 1). Further, the DETs were classified into different functional categories according to their putative functions based on MIPS functional catalogue ( http://mips.gsf.de/projects/funcat). In categories such as “protein with binding function or cofactor requirement”, “response to biotic and abiotic stresses”, “transcription”, “cellular transport, transport facilities and transport routes” and “biogenesis of cellular components” the transcripts were mostly down-regulated at fibre initiation and early elongation stages (Additional file 2). Further, DETs related to various transcription factor (TF) families and phytohormone biosynthesis and signal transduction pathways were identified using *Arabidopsis* transcription factor ( http://plntfdb.bio.uni-potsdam.de) and hormone ( http://ahd.cbi.pku.edu.cn) databases, respectively (Figure 2; Additional file 3 and Additional file 4). In addition, DETs involved in carbohydrate and energy metabolisms, fatty acid metabolism, cell wall loosening and extension and SCW synthesis were identified and discussed below (Figures 3, 4; Additional file 5 and Additional file 6).

**Figure 2:**
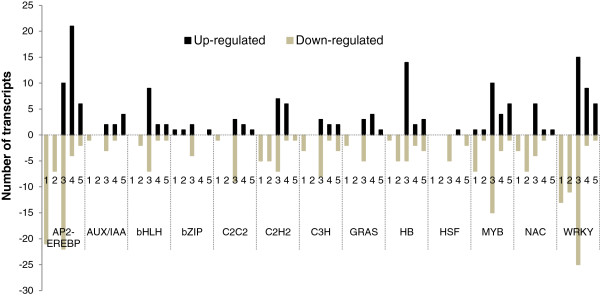
**Differentially expressed transcripts (DETs) encoding the transcription factors of various families during fibre development stages in the *fl *mutant as compared to their respective stages in WT.** 1–5 represents the 0, 5, 10, 15 and 20 dpa. Putative transcription factors at each stage are presented in the Additional file 3.

**Figure 3:**
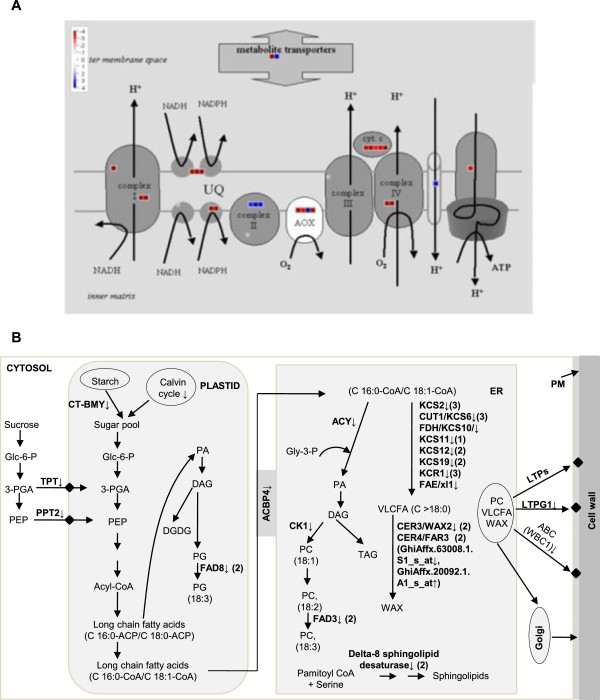
**Differentially expressed transcripts (DETs) involved in mitochondrial electron transport system (mETS) and fatty acid metabolism in the *fl *mutant as compared to WT at 10 dpa.** (**A**) MapMan-based visualization of the DETs involved in mETS in the *fl* mutant. Small blue and red colour squares represents up- and down-regulated transcripts, respectively. (**B**) Over view of DETs involved in fatty acid metabolism in the *fl* mutant. ABC: ATPase transporter, ACBP: acyl-CoA binding protein, ACY: acyltransferase-like protein, CER: eceriferum/fatty acid hydroxylase, CK: choline kinase, CT-BMY: chloroplast beta-amylase, DAG: diacylglycerol, DGDG: digalactosyldiacylglycerol, FAD: fatty acid desaturase, FAE: Long chain fatty acid elongation enzyme, FDH: Fiddlehead-like protein, Glc-6-P: glucose 6-phosphate, Gly-3-P: Glycerol-3-phosphate, KCS: beta-ketoacyl-CoA synthase, KCR: beta-ketoacyl reductase, LTP: lipid transfer protein, LTPG1: glycosylphosphatidylinositol-anchored lipid protein transfer1, PA: phosphatidic acid, PC: phosphatidylcholine, PEP: phosphoenol pyruvate, PG: phosphatidylglycerol, 3-PGA: phosphoglyceric acid, PM: plasma membrane, PPT2: phosphoenolpyruvate (PEP)/phosphate translocator 2, TAG: triacylglycerol, TPT: glucose-6-phosphate/phosphate translocator-related and VLCFA: very long chain fatty acids. DETs related to mETS and fatty acid metabolism are presented in the Additional file 6.

**Figure 4:**
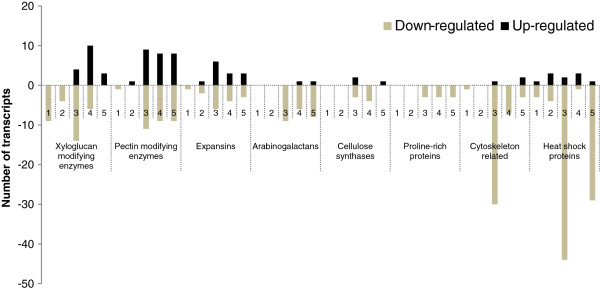
**Differentially expressed transcripts (DETs) involved in primary and secondary cell wall biosynthesis and DETs encoding the heat shock proteins (HSPs) during fibre development stages in the *fl *mutant as compared to their respective stages in WT.** Cytoskeleton related genes include ACT, TUB, ADF and actin binding proteins; Pectin modifying enzymes include PGs, PLs, PMEs and PMEIs; Xyloglucan modifying enzymes include XTHs, XETs, β-xylosidases and α-xylosidases; Expansins include EXPA, EXLA and EXLB. 1–5 represents the 0, 5, 10, 15 and 20 dpa. DETs related to cell wall biosynthesis and HSPs are presented in the Additional file 6.

### Validation of microarray data

To validate the microarray data, quantitative real-time polymerase chain reaction (qRT-PCR) analysis was performed on 28 DETs, belonging to various functional categories, during fibre development stages (0, 5, 10, 15 and 20 dpa). 

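qRT-PCR measures each transcript with its own primers, and the 28 transcripts chosen span transcription factors, calcium and hormone signalling, sugars, fatty acids and the cell wall. On the arrays, 23 of these 28 transcripts were lower at 10 dpa and 5 did not pass, while at 15 dpa 8 were higher and 14 lower (0 higher and 25 lower at 10 dpa and 12 higher and 14 lower at 15 dpa when adjusted over the list alone); the study picked them from its own array results, so these counts are not independent evidence. At 0 dpa 1 was higher and 11 lower (3 higher and 17 lower over the list alone), and by the labels 0 was higher and 1 lower at 5 dpa (6 higher and 3 lower) and 14 and 3 at 20 dpa (17 higher and 9 lower). Of 79 qRT-PCR bars at 0, 10 and 15 dpa that are clearly off zero, 75 have the sign of the arrays, and all 57 bars that belong to a DET do. At 5 and 20 dpa 9 of 49 bars have the sign by the labels, and 0 of 18 among DETs; with the labels exchanged there, 115 of all 128 bars have the same sign. GLP1 (a germin-like wall protein, GHI.789.1.S1_AT) shows the pattern, at log2 −7.20 (SE 0.14, adjusted p = 5.08e-09) at 10 dpa, −4.42 (SE 0.0614, adjusted p = 8.45e-08) at 15 dpa and 3.39 (SE 0.0854, adjusted p = 3.20e-08) at 20 dpa by the labels, and RD22 (a dehydration-responsive protein, GARAFFX.24961.2.S1_S_AT) stood at −4.48 (SE 0.0967, adjusted p = 7.23e-09) at 10 dpa. Bars were read from the printed panels by eye, which gives signs but no values.

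**Figure D2:**
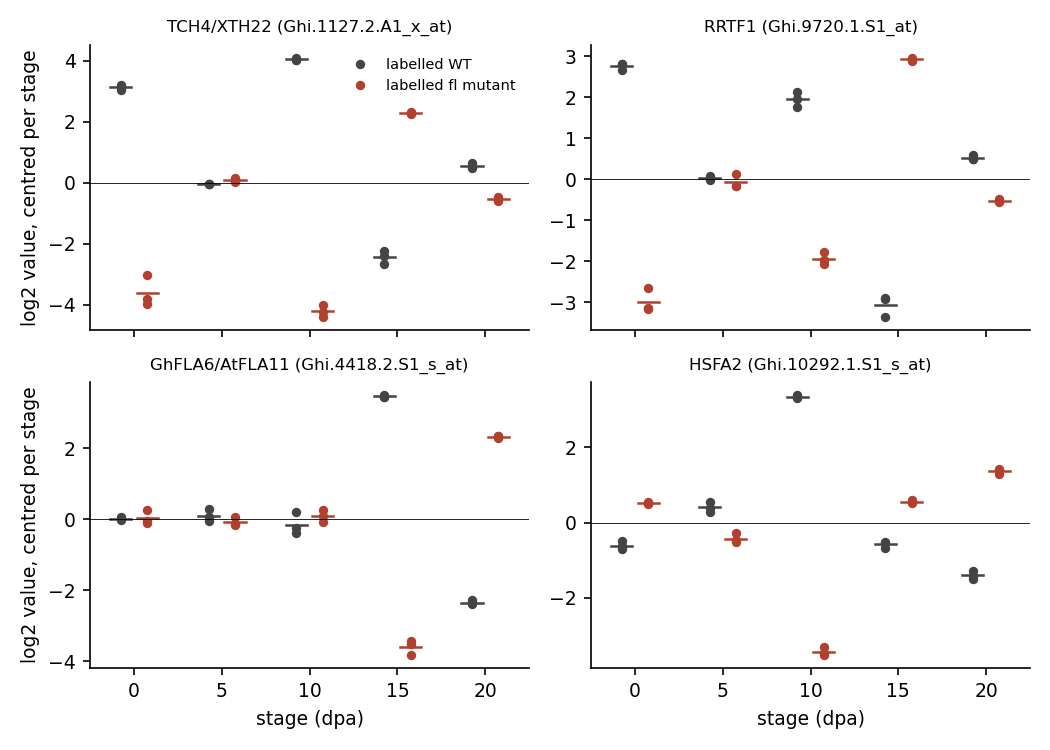
Every array's log2 value, shifted to the stage median, for TCH4 (GHI.1127.2.A1_X_AT), RRTF1 (GHI.9720.1.S1_AT), GhFLA6/AtFLA11 (GHI.4418.2.S1_S_AT) and HSFA2 (GHI.10292.1.S1_S_AT), with 3 arrays per genotype and stage named by their sample labels.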

The qRT-PCR analysis and microarray data showed similar gene expression pattern for all the genes studied (Figure 5, Additional file 7).

**Figure 5:**
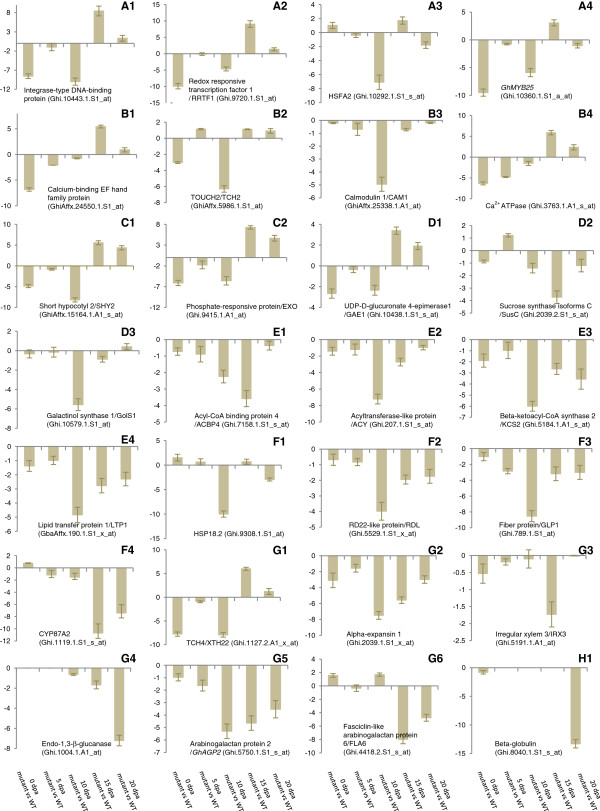
**Validation of microarray data using qRT-PCR during fibre development stages (0, 5, 10, 15 and 20 dpa) in the *fl *mutant.***Y*-axis represents the log2 fold change values at various stages in the *fl* mutant as compared to their respective stages in WT.

### Differentially expressed transcription factors

DETs encoding transcription factors (TFs) belonging to various families were identified in the *fl* mutant in all stages of ovule development as compared to WT (Figure 2; Additional file 3). 

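AP2-EREBP factors answer ethylene, cold and drought, C2H2 zinc fingers such as STZ repress growth genes under stress, NAC factors run stress and senescence programmes, and WRKY factors act in defence and wounding. Of 49 AP2-EREBP transcripts at 0 dpa, 0 were higher, 21 lower and 28 did not pass (2 higher and 31 lower when adjusted over the list alone), and limma's fry put the family lower (adjusted p = 4.29e-06; camera adjusted p = 0.0618 with an estimated correlation). Of 54 WRKY transcripts 0 were higher, 13 lower and 41 did not pass (7 higher and 30 lower when adjusted over the list alone); of 18 C2H2 transcripts 0 were higher, 5 lower and 13 did not pass (0 higher and 9 lower when adjusted over the list alone); and of 15 NAC transcripts 0 were higher, 3 lower and 12 did not pass (2 higher and 7 lower when adjusted over the list alone). At 5 dpa, by the labels, the families lean the other way, with 7 AP2-EREBP, 11 WRKY, 5 C2H2 and 7 NAC transcripts higher and 0 lower in each (22 higher and 3 lower, 27 higher and 2 lower, 9 higher and 1 lower and 9 higher and 2 lower over each list alone). These families were listed by the study from transcripts called on the same arrays, so their direction is not independent evidence. WRKY40 (a wound and defence repressor, GHI.9192.1.S1_S_AT) was the lowest named WRKY transcript at 0 dpa, log2 −4.84 (SE 0.0777, adjusted p = 4.78e-08), followed by WRKY70 (salicylic acid defence, GHI.6408.1.A1_S_AT), −4.31 (SE 0.0716, adjusted p = 5.38e-08), and WRKY33 (camalexin and defence, GHI.9240.1.S1_S_AT) stood at −3.09 (SE 0.0961, adjusted p = 7.35e-07) and, by the labels, 2.80 (SE 0.0968, adjusted p = 1.00e-06) at 5 dpa.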

TFs belonging to the AP2-EREBP, C2H2, NAC and WRKY were highly down-regulated at fibre initiation (0 dpa) and early elongation stages (5 dpa) in the *fl* mutant. Similarly, TFs belonging to the heat shock transcription factor (HSF) family were down-regulated at 10 and 20 dpa in the *fl* mutant (Figure 2). 

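Heat shock factors bind the promoters of chaperone genes; HSFA2 and HSFA3 amplify the response, HSFA8 is a weaker activator and HSFB2B a repressor of the same genes. Of 7 HSF transcripts at 10 dpa, 0 were higher, 5 lower and 2 did not pass (0 higher and 6 lower when adjusted over the list alone); the family was taken from transcripts the study called, so this is not independent evidence. At 10 dpa HSFA3 (GHI.6713.1.S1_S_AT) stood at log2 −2.79 (SE 0.0856, adjusted p = 3.75e-08), HSFA8 (GHI.9214.1.S1_AT) at −2.98 (SE 0.0808, adjusted p = 1.96e-08) and HSFB2B (GRAAFFX.12789.1.A1_S_AT) at −2.27 (SE 0.0991, adjusted p = 2.56e-07). Among the arrays labelled fl mutant at 20 dpa HSFB4 (a class B factor of root development, GHIAFFX.23676.1.S1_AT) was higher, 1.62 (SE 0.0707, adjusted p = 5.05e-07), and over the list alone 3 were higher and 2 lower.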

Further, several transcripts encoding MYB family TFs were differentially expressed at 0 and 10 dpa. In addition, transcripts encoding integrase-type DNA-binding superfamily proteins involved in defence mechanism were highly down-regulated at 0 and 10 dpa suggests their involvement in fibre development (Figure 5A1). 

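R2R3-MYB factors decide the fate and growth of epidermal cells, and the cotton relatives of the petal and trichome MYBs switch on fibre initials. Of 30 MYB transcripts, 0 were higher, 7 lower and 23 did not pass (6 higher and 14 lower when adjusted over the list alone) at 0 dpa and 9 were higher, 12 lower and 9 did not pass (13 higher and 14 lower when adjusted over the list alone) at 10 dpa, in a family list the study drew from its own calls and hence no independent evidence. MYB60 (a guard cell and root growth factor, GHIAFFX.26171.1.A1_AT) was lower at 10 dpa, log2 −6.38 (SE 0.205, adjusted p = 4.68e-08), and at 15 dpa, −3.56 (SE 0.149, adjusted p = 5.16e-06). Fewer MYB transcripts passed at 15 dpa (3 higher and 3 lower; 14 higher and 5 lower over the list alone) and at 20 dpa by the labels (1 higher and 5 lower; 4 higher and 15 lower).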

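Integrase-type proteins are AP2-domain factors, many of which answer cold, drought and wounding in Arabidopsis. Of 15 such transcripts, 5 were lower at 0 dpa, and 8 lower and 2 higher at 10 dpa. The transcript GHI.10443.1.S1_AT stood at log2 −5.92 (SE 0.0892, adjusted p = 3.98e-08) at 0 dpa and −6.62 (SE 0.133, adjusted p = 5.49e-09) at 10 dpa, GHI.3673.1.S1_AT at −5.87 (SE 0.12, adjusted p = 1.25e-07) and −2.75 (SE 0.0963, adjusted p = 7.70e-08). The integrase-type transcript GHI.9175.1.S1_AT was the lowest at 0 dpa, −6.11 (SE 0.349, adjusted p = 1.59e-05). At 15 dpa 5 of the 15 were higher, GHI.10443.1.S1_AT by 5.69 (SE 0.0542, adjusted p = 3.92e-08).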

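RRTF1 drives the answer to reactive oxygen, ERF4 is a repressor and ERF2 and ERF5 are activators of ethylene and jasmonate genes, and DREB1-type factors open cold and drought genes. Of 20 ERF transcripts, 9 were lower at 0 dpa, from log2 −4.96 for ERF5 (GHI.8749.1.S1_AT; SE 0.101, adjusted p = 1.18e-07) upwards; ERF2 (GHI.10747.1.S1_AT) stood at −2.92 (SE 0.127, adjusted p = 4.04e-06) and ERF4 (GHI.8126.1.S1_X_AT) at −2.91 (SE 0.0659, adjusted p = 1.71e-07). At 5 dpa, by the labels, 5 ERF transcripts were higher, with ERF2 at 3.03 (SE 0.115, adjusted p = 1.62e-06) and ERF5 at 1.67 (SE 0.0897, adjusted p = 9.04e-06). Of 2 RRTF1 transcripts 1 was lower at 0 dpa and the other was not called, while 2 were lower at 10 dpa. RRTF1 (GHI.9720.1.S1_AT) was lower at 0 dpa, −5.76 (SE 0.138, adjusted p = 2.20e-07), and at 10 dpa, −3.89 (SE 0.121, adjusted p = 3.94e-08), and did not pass at 5 dpa, −0.09. The 2 DREB1-like transcripts were likewise 1 lower and 1 not called at 0 dpa, and 2 lower at 10 dpa. DREB1-like (GHI.8116.1.S1_AT) stood at −2.51 (SE 0.104, adjusted p = 3.17e-06) at 0 dpa and −5.73 (SE 0.0997, adjusted p = 3.70e-09) at 10 dpa, and at 5 dpa it did not pass, 0.19. At 10 dpa 6 of the 20 ERF transcripts were higher and 4 lower, and ERF110 (an ethylene factor of flowering, GHIAFFX.25508.1.S1_AT) was the lowest ERF at 10 dpa, −7.10 (SE 0.139, adjusted p = 5.22e-09).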

Transcripts encoding AP2-EREBP family TFs such as ethylene responsive element binding factors (ERFs), redox responsive transcription factor 1 (RRTF1, Figure 5A2) and DREB1-like (DREBP1L) were highly down-regulated at fibre initiation (0 dpa) and elongation (5 dpa) stages in the *fl* mutant. In addition, transcripts encoding salt tolerance zinc finger (STZ) TFs belonging to C2H2-type zinc finger family and heat shock transcription factor 2 (HSFA2) were down-regulated at fibre initiation and elongation stages, respectively (Figure 5A3).

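STZ/ZAT10 is a zinc finger repressor that plants raise under salt, cold and strong light, and HSFA2 is the heat shock factor that sustains chaperone genes in lasting stress. Of 6 STZ transcripts, 3 were lower at 0 dpa, with log2 folds of −4.90 (SE 0.234, adjusted p = 6.39e-06) for GHI.807.1.S1_S_AT and −4.85 (SE 0.078, adjusted p = 4.78e-08) for GHI.1074.1.S1_S_AT. At 10 dpa 3 were lower and 1 higher, and by the labels 3 were higher at 5 dpa. HSFA2 (GHI.10292.1.S1_S_AT) was lower at 10 dpa, −6.76 (SE 0.0867, adjusted p = 2.54e-09), where its mean log2 value was −3.42 ± 0.11 (SD, n = 3) in the fl mutant and 3.34 ± 0.03 (SD, n = 3) in WT. It was not called at 0, 5 and 15 dpa (1.13, −0.83 and 1.13) and was higher at 20 dpa among the arrays labelled fl mutant, 2.76 (SE 0.0826, adjusted p = 6.95e-08).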

Transcripts encoding R2R3-MYB transcription factors such as *GhMYB25*/*AtMYB16* (Figure 5A4), *AtMYB106* and *AtMYB73* were down-regulated at fibre initiation and elongation stages. It has been shown that *GhMYB25*[14] and *GhMYB25like*[16] are highly expressed during fibre initiation stage and have a role in regulation of fibre cell elongation and trichome development. 

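GhMYB25 and its relatives turn epidermal cells into fibre initials, AtMYB16 and MYB106 shape cuticle and trichomes, and MYB73 is a stress-responsive repressor of auxin genes. GhMYB25/AtMYB16 (GHI.10360.1.S1_A_AT) was lower at 0 dpa, log2 −5.17 (SE 0.0921, adjusted p = 6.46e-08), and at 10 dpa, −3.16 (SE 0.201, adjusted p = 2.33e-06). Its mean log2 value at 0 dpa was −2.60 ± 0.16 (SD, n = 3) in the fl mutant and 2.57 ± 0.09 (SD, n = 3) in WT. Of 2 MYB106 transcripts GHIAFFX.30344.1.A1_AT followed the same course, −3.76 (SE 0.226, adjusted p = 2.03e-05) at 0 dpa and −2.23 (SE 0.179, adjusted p = 9.73e-06) at 10 dpa, whereas GHI.2459.1.S1_AT did not pass there (0.25 and −0.31) and was higher at 15 dpa, 1.84 (SE 0.0498, adjusted p = 7.72e-07). Of 5 MYB73 transcripts 4 were lower at 0 dpa and 3 at 10 dpa, among them GHI.3201.1.S1_S_AT with −2.13 (SE 0.121, adjusted p = 1.55e-05) and −3.05 (SE 0.101, adjusted p = 5.69e-08). At 5 dpa neither GhMYB25 (−0.16) nor MYB106 (0.35 for GHIAFFX.30344.1.A1_AT and −0.65 for GHI.2459.1.S1_AT) passed.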

*AtMYB60* has been shown to be involved in root growth of *Arabidopsis* under drought stress [31]. 

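NAC047 promotes senescence and is raised by flooding and ethylene, RD26/NAC072 carries abscisic acid and drought signals, and NAC074 is tied to leaf ageing. Of 2 NAC047 transcripts 1 was lower at 0 dpa and 1 was higher at 5 dpa by the labels. NAC047 (GHI.6538.1.S1_AT) stood at log2 −4.70 (SE 0.193, adjusted p = 3.10e-06) at 0 dpa, and at 5 dpa it was higher among the arrays labelled fl mutant, 4.07 (SE 0.0559, adjusted p = 3.66e-08). RD26 (GHI.7907.1.S1_S_AT) was not called at 0 dpa (−0.99) and stood at 4.32 (SE 0.111, adjusted p = 2.55e-07) at 5 dpa by the labels. A pair of NAC074 transcripts (GHIAFFX.63871.1.S1_AT and GHI.3446.1.A1_AT) had 4.04 (SE 0.167, adjusted p = 2.47e-06) and 3.63 (SE 0.174, adjusted p = 4.87e-06) at 5 dpa by the labels. At 10 dpa all of these but RD26 were higher in the mutant, NAC047 by 2.49 (SE 0.0979, adjusted p = 1.45e-07) and NAC074 by 4.55 (SE 0.113, adjusted p = 1.31e-08) and 4.23 (SE 0.08, adjusted p = 4.59e-09).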

Further, transcripts encoding NAC family TFs were down-regulated at 0 dpa (NAC047) and early elongation (NAC047, NAC072/RD26 and NAC074) stages. Another stress responsive gene, multiprotein bridging factor 1C (MBF1c) was down-regulated at 10 and 20 dpa. It has been reported that MBF1c is involved in biotic and abiotic stress tolerance by activating ethylene-responsive signal transduction pathway [32]. In addition to stress responsive TFs, transcripts encoding the homeodomain proteins such as (HOX3)/glabrous 11 and knotted1-like homeobox gene 3 (KNAT3) involved in *Arabidopsis* trichome and root development, respectively were down-regulated at 10 dpa.

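MBF1c bridges transcription factors to the polymerase machinery and is raised by heat, acting above part of the ethylene and trehalose response. MBF1c (GHIAFFX.28161.1.S1_S_AT) was lower in the mutant at 10 dpa, log2 −4.46 (SE 0.115, adjusted p = 1.49e-08), with a mean log2 value of −2.26 ± 0.20 (SD, n = 3) in the fl mutant and 2.20 ± 0.08 (SD, n = 3) in WT. At 20 dpa it was higher among the arrays labelled fl mutant, 4.92 (SE 0.15, adjusted p = 7.49e-08).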

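HOX3, the cotton relative of HDG11, is a homeodomain-leucine zipper factor of trichomes and fibres, and KNAT3 is a KNOX homeodomain factor of roots and ovules. HOX3 (GHI.503.1.S1_AT) was lower at 10 dpa, log2 −3.76 (SE 0.105, adjusted p = 2.25e-08), and at 15 dpa, −2.16 (SE 0.0774, adjusted p = 2.62e-06). The KNAT3 transcripts went apart, GHIAFFX.23866.1.S1_AT being lower at 10 dpa, −3.57 (SE 0.16, adjusted p = 3.09e-07), and GRAAFFX.9648.1.S1_S_AT higher, 3.08 (SE 0.107, adjusted p = 7.36e-08). Of the 26 homeobox transcripts as a family, 14 were higher, 5 lower and 7 did not pass (18 higher and 6 lower when adjusted over the list alone) at 10 dpa, counted on transcripts the study had called and not independent evidence.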

The developing fibre cell during initiation and elongation stages accumulate a large amount of solutes in order to maintain the required turgor pressure. Expression of stress responsive factors during initiation and elongation stages suggests stress-like condition being generated due to turgor pressure. 

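Stress factors such as WRKY40, STZ and the ERFs are raised within minutes by touch, wounding, osmotic load and reactive oxygen. Over all 375 transcription factor transcripts, 2 were higher, 63 lower and 310 did not pass (57 higher and 151 lower when adjusted over the list alone) at 0 dpa; fry placed the whole list lower (adjusted p = 4.25e-06), as did camera (adjusted p = 4.26e-10; adjusted p = 0.0467 with an estimated correlation). At 10 dpa 124 were higher and 154 lower (160 higher and 191 lower over the list alone), and at 5 dpa, by the labels, 47 and 2 (151 higher and 72 lower; camera adjusted p = 0.15 with an estimated correlation). The list holds only factors that the study called on these arrays, and its direction is therefore no independent evidence. Transcripts of a list of rapid touch and wound genes were low too. Of 50 such transcripts, 29 were lower at 0 dpa and 26 lower and 4 higher at 10 dpa (0 higher and 42 lower and 12 higher and 34 lower over the list alone). That list also holds only DETs named by the study and may share members with the transcription factors, so it is no separate evidence. DREB19 (a drought factor, GHIAFFX.25032.1.S1_AT) stood at log2 −4.35 (SE 0.0806, adjusted p = 4.50e-09) at 10 dpa, and a second RRTF1 transcript (GHIAFFX.15854.1.S1_AT) at −4.22 (SE 0.0931, adjusted p = 7.93e-09). LEA14 (a desiccation protein below such factors, GHI.6722.1.S1_S_AT) was lower at 0 dpa, −2.32 (SE 0.113, adjusted p = 6.93e-06), and at 10 dpa, −4.25 (SE 0.0844, adjusted p = 5.40e-09).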

The stage specific transcriptome analysis showed the down-regulation of several stress responsive TFs in the *fl* mutant during the initiation and elongation stages as compared to WT. This could be due to the fact that these TFs may not have any role in the *fl* mutant as there is no further development of the fibre initials after 2 dpa. In contrast, our data showed the up-regulation of about 50% of the same TFs at much later stage (15 dpa) in the *fl* mutant (Figure 1E). 

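By 15 dpa WT fibres are ending elongation and preparing wall thickening, while the mutant ovule bears no fibres. Of 63 transcription factor transcripts lower at 0 dpa, 37 (58.7%) were higher at 15 dpa and the other 26 were not called. The 15 dpa fold exceeded the 0 dpa fold for 62 of the 63 (98.4%) in the genotype-by-stage test, with a median difference of log2 4.42; among all 334 DETs lower at 0 dpa it did for 261 (78.1%), a return to no difference being counted too. At 15 dpa RRTF1 (oxidative signalling, GHI.9720.1.S1_AT) stood at 5.99 (SE 0.129, adjusted p = 3.00e-07), ERF5 (ethylene response, GHI.8749.1.S1_AT) at 3.84 (SE 0.0691, adjusted p = 1.65e-07), and STZ (zinc finger repressor, GHI.807.1.S1_S_AT) at 5.41 (SE 0.0946, adjusted p = 1.46e-07). MYB73 (GHI.10620.1.S1_AT), lower at 0 dpa at −2.06 (SE 0.0766, adjusted p = 1.75e-06), reached 4.14 (SE 0.0615, adjusted p = 8.84e-08), whereas GhMYB25 (fibre initiation, GHI.10360.1.S1_A_AT) did not pass at 15 dpa, 0.66. Over the whole list at 15 dpa, 62 were higher, 21 lower and 292 did not pass (175 higher and 63 lower when adjusted over the list alone), a count on factors the study itself had called and so not independent evidence.

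**Figure D3:**
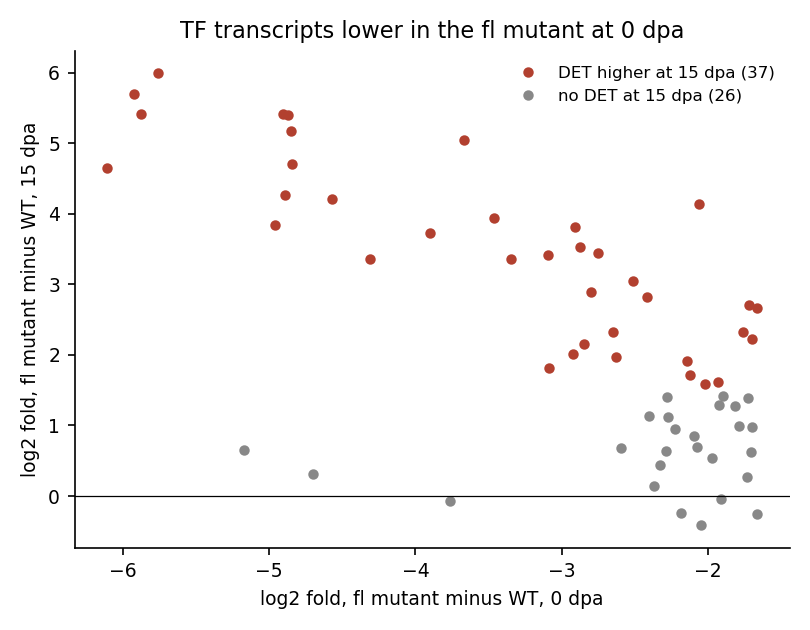
Log2 fold (fl mutant minus WT) at 0 and 15 dpa of the transcription factor transcripts that were called lower at 0 dpa (n = 3 arrays per genotype and stage).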

The down-regulation of stress responsive TFs in the initiation stage and up-regulation of the same factors at 15 dpa in the *fl* mutant as opposed to WT suggests the loss of coordination among the regulatory mechanisms and the factors involved in the stress response in the mutant.

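Touch and wound genes, among them the calmodulin-like TCH2, the zinc finger STZ and the ethylene enzyme ACS6, are normally switched on and off together within an hour. The paper proposes from the low stress factors at initiation and their excess at 15 dpa that regulation of the stress response has lost its coordination in the mutant; the link is the opposite direction of the same genes at these stages. By family, 16 of the 21 AP2-EREBP transcripts lower at 0 dpa were higher at 15 dpa, 6 of 13 WRKY, 5 of 5 C2H2, 2 of 7 MYB and 1 of 3 NAC. Genome-wide, the genotype difference itself differed between 15 and 0 dpa for 1268 transcripts, 749 with a higher and 519 with a lower fold at 15 dpa. Of all 334 DETs lower at 0 dpa, 153 (45.8%) were higher at 15 dpa and 42 lower. Of the 50 rapid touch and wound transcripts 27 were higher and 1 lower at 15 dpa (37 and 4 over the list alone), and of the 29 lower at 0 dpa 24 (82.8%) were higher at 15 dpa. All 50 are DETs named by the study, so these counts are descriptive. BRH1 (a brassinosteroid-responsive RING finger protein, GHI.664.1.S1_AT) shows how far some transcripts turned, at log2 −5.24 (SE 0.0772, adjusted p = 3.98e-08) and then 2.92 (SE 0.0472, adjusted p = 1.18e-07). The other of the 2 BRH1 transcripts was not called at 0 or 15 dpa.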

### Calcium and phytohormones-mediated signalling

Calcium mediated signalling plays an important role in cell division and differentiation including root hair elongation [33]. Preferential expression of genes encoding calcium binding proteins involved in Ca^2+^-mediated signalling pathways during fibre initiation and elongation stages have been reported in cotton [33,34]. In this study, several transcripts coding for calcium-binding EF-hand family proteins were highly down-regulated at 0 and 10 dpa in the *fl* mutant as compared to WT (Additional file 1; Figure 5B1, 5B2, 5B3). In addition, transcripts encoding Ca^2+^-dependent protein kinase 6 (CDPK6) and glutamate decarboxylase (GAD) were down-regulated at 0 and 10 dpa, respectively. 

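EF-hand proteins bind calcium and pass on its signal; TCH2 and other calmodulin-like proteins are touch-induced, CAM1 is a calmodulin, and PBP1 binds the auxin kinase PINOID. Of 15 EF-hand transcripts, 8 were lower at 0 dpa, from log2 −5.78 to −1.87, and 9 were lower and 1 higher at 10 dpa. TCH2 (GHIAFFX.5986.1.S1_AT) stood at −3.76 (SE 0.0657, adjusted p = 6.07e-08) at 0 dpa and −6.06 (SE 0.0837, adjusted p = 2.68e-09) at 10 dpa, and CAM1 (GHIAFFX.25338.1.A1_AT) at −5.28 (SE 0.124, adjusted p = 1.03e-08) at 10 dpa. PBP1 (GHIAFFX.24550.1.S1_AT) was the lowest at 0 dpa, with a mean log2 value of −2.97 ± 0.18 (SD, n = 3) in the fl mutant and 2.81 ± 0.02 (SD, n = 3) in WT. At 15 dpa 5 of the 15 were higher, PBP1 by 4.60 (SE 0.0736, adjusted p = 1.15e-07).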

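CDPK6 is a kinase that calcium switches on directly, and CPK6 a close relative in guard cell and abscisic acid signalling. At 0 dpa the log2 folds of 4 CDPK6 transcripts were 0.92 (GRA.245.1.A1_S_AT), 0.26 (GHI.9336.3.S1_AT), −0.49 (GHI.58.1.S1_S_AT) and −0.25 (GHI.10417.1.S1_S_AT), below a fold of 3. At 10 dpa 3 of the 4 were lower, GRA.245.1.A1_S_AT at log2 −1.76 (SE 0.12, adjusted p = 3.56e-06), GHI.58.1.S1_S_AT at −1.63 and GHI.10417.1.S1_S_AT at −1.60; the call of GHI.58.1.S1_S_AT at 10 dpa is lost without WT replicate 1 (−1.57), WT replicate 2 (−1.58) or fl mutant replicate 3 (−1.53), and that of GHI.10417.1.S1_S_AT at 10 dpa without fl mutant replicate 3 (−1.56). At 20 dpa GHI.9336.3.S1_AT was higher among the arrays labelled fl mutant, 2.81 (SE 0.0768, adjusted p = 4.65e-08). CPK6 (GHIAFFX.4354.1.S1_AT) was lower at 10 dpa, −3.78 (SE 0.164, adjusted p = 2.48e-07).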

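Ca²⁺-ATPases pump calcium out of the cytosol and end its signal, and C2-domain proteins dock to membranes when calcium binds them. The Ca²⁺-ATPase transcript GHI.3763.1.A1_S_AT stood at log2 −5.73 (SE 0.126, adjusted p = 1.61e-07) at 0 dpa and −4.04 (SE 0.0852, adjusted p = 6.62e-09) at 10 dpa. The C2-domain transcript GHI.10366.2.S1_AT gave −4.39 (SE 0.215, adjusted p = 7.11e-06) and −6.13 (SE 0.0925, adjusted p = 3.36e-09) at these stages. Neither passed at 5 dpa (−0.01 and 0.43), and at 15 dpa the pump was higher, 4.83 (SE 0.0973, adjusted p = 2.53e-07), as was the C2-domain transcript, 2.23 (SE 0.0745, adjusted p = 1.95e-06).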

Further, transcripts encoding Ca^2+^-ATPase that was shown to play a role in maintaining the calcium homeostasis in the cell [35] (Figure 5B4) and C2 calcium-dependent membrane targeting protein were highly down-regulated at 0 and 10 dpa in the *fl* mutant. These results are in agreement with the earlier reports that suggested a role for Ca^2+^-mediated signal transduction and Ca^2+^-homeostasis in the fibre cell initiation and elongation [33,34].

Phytohormones play an important regulatory role in various plant growth and developmental processes through intracellular signalling events leading to well-defined changes in the gene expression. In the present study, DETs involved in phytohormone biosynthesis and signal transduction pathways were identified at different stages in the *fl* mutant as compared to their respective stages in WT (Additional file 4). Ethylene [9], auxin [11] and brassinosteroids (BR) [12] were shown to play a role in fibre cell initiation and elongation. 

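Auxin made in the ovule epidermis starts fibre cells, ethylene and brassinosteroids speed their elongation, and gibberellin raises fibre number and length. Among the 88 biosynthesis transcripts of all hormones, 0 were higher, 3 lower and 85 did not pass (12 higher and 24 lower when adjusted over the list alone) at 0 dpa, and at 10 dpa more were higher than lower, 41 and 16 (51 higher and 25 lower over the list alone). Among the 364 signal transduction transcripts, 2 were higher, 42 lower and 320 did not pass (51 higher and 143 lower when adjusted over the list alone) at 0 dpa, and 112 were higher and 157 lower at 10 dpa (149 higher and 189 lower). By hormone at 0 dpa, 21 of 162 ethylene, 28 of 212 auxin, 12 of 131 brassinosteroid and 4 of 81 gibberellin transcripts were lower (24 higher and 63 lower, 28 higher and 86 lower, 15 higher and 53 lower and 30 higher and 24 lower over each list alone). At 5 dpa, by the labels, 24 ethylene, 26 auxin, 21 brassinosteroid and 11 gibberellin transcripts were higher and 0, 2, 1 and 1 lower (65 higher and 18 lower, 90 higher and 49 lower, 56 higher and 21 lower and 37 higher and 24 lower over each list alone). All of these groups were compiled by the study from its own DETs, which makes their direction no independent evidence. EXO (a brassinosteroid-induced growth protein, GHI.9415.1.A1_AT) was lower at 0 dpa, log2 −4.46 (SE 0.155, adjusted p = 1.26e-06), and 10 dpa, −5.77 (SE 0.195, adjusted p = 6.25e-08).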

In this study genes involved in the phytohormone signal transduction pathways and the biosynthesis of auxin, BR, ethylene, gibberellic acid (GA), were found to be down-regulated at fibre initiation and elongation stages in the *fl* mutant (Additional file 4).

While the transcripts encoding cytochrome P450 83B1 (CYP83B1) were down-regulated at 0 and 5 dpa, the transcript encoding CYP79B2 was highly down-regulated at 10 dpa. 

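CYP79B2 turns tryptophan into indole-3-acetaldoxime, and CYP83B1 draws that compound into glucosinolates and away from auxin. Of 22 transcripts named CYP83B1, 1 was lower at 0 dpa, at log2 −2.19, and 2 were higher at 5 dpa by the labels. At 10 dpa 4 were higher and 3 lower, from GHI.6547.1.S1_S_AT at −3.74 (SE 0.163, adjusted p = 2.55e-07) to GHI.3243.1.S1_AT at 4.59 (SE 0.0859, adjusted p = 4.59e-09). CYP79B2 transcripts were lower at 10 dpa, GHI.4967.1.S1_S_AT at −6.63 (SE 0.101, adjusted p = 3.36e-09) and GHI.7741.1.S1_AT at −3.04 (SE 0.105, adjusted p = 7.25e-08), and the first also at 15 dpa, −2.95 (SE 0.0569, adjusted p = 2.11e-07).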

CYP79B2 catalyzes the conversion of tryptophan to Indole-3-acetaldoxime and CYP83B1/RNT1/SUR2 catalyzes the first step in the biosynthesis of indole glucosinolates from indole-3-acetaldoxime and regulates the level of IAA. In addition, a transcript encoding the P-glycoprotein 19 (PGP19) involved in auxin transport was down-regulated at 10 dpa in the *fl* mutant [36]. Furthermore, transcripts encoding the auxin responsive gene hypocotyls 2 (SHY2/AUX2-11/IAA4) (Figure 5C1) were highly down-regulated at 0 and 10 dpa. Also, auxin-induced in root cultures 1 (AIR1) were highly down-regulated at 15 and 20 dpa. 

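PGP19/ABCB19 is an ATP-driven pump that carries auxin out of cells along the stem and root. Of its 2 transcripts 1 was lower at 10 dpa and the other was not called there. The transcript GHI.8068.1.S1_S_AT was lower in the mutant at 10 dpa, log2 −4.33 (SE 0.127, adjusted p = 2.95e-08), and at 20 dpa among the arrays labelled fl mutant, −1.80 (SE 0.115, adjusted p = 4.31e-06). Of 22 hormone transport transcripts, 7 were higher, 4 lower and 11 did not pass (8 higher and 7 lower when adjusted over the list alone) at 10 dpa, in a group the study drew from its DETs and so not independent evidence.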

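SHY2 is a short-lived AUX/IAA repressor that auxin itself switches on, so its transcript reports auxin response. Of 2 SHY2 transcripts 1 was lower at 0 dpa, 2 were lower at 10 dpa and 1 was higher at 15 dpa. The SHY2 transcript GHIAFFX.15164.1.A1_S_AT stood at log2 −4.89 (SE 0.136, adjusted p = 4.15e-07) at 0 dpa and −7.63 (SE 0.153, adjusted p = 5.49e-09) at 10 dpa. Its mean log2 value at 10 dpa was −3.84 ± 0.27 (SD, n = 3) in the fl mutant and 3.80 ± 0.19 (SD, n = 3) in WT. At 15 dpa it was higher, 4.27 (SE 0.118, adjusted p = 8.42e-07), and over all 212 auxin transcripts 63 were higher, 85 lower and 64 did not pass (81 higher and 109 lower when adjusted over the list alone) at 10 dpa, a group listed from the study's own calls and no independent evidence.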

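AIR1 encodes a small wall-linked protein of the lipid transfer type that auxin induces where lateral roots push through. The transcript GHI.5499.1.A1_A_AT was lower at 15 dpa, log2 −4.48 (SE 0.123, adjusted p = 8.19e-07), and higher at 20 dpa among the arrays labelled fl mutant, 5.41 (SE 0.115, adjusted p = 1.30e-08). A second AIR1 transcript, GHI.5499.2.S1_AT, was not called at 15 dpa and stood at 2.43 (SE 0.148, adjusted p = 3.30e-06) at 20 dpa by the labels.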

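ACC oxidase makes ethylene from ACC, and ethylene given to cultured ovules lengthens fibres. Of 6 ACO4 transcripts 1 was lower at 0 dpa and 3 were higher at 5 dpa by the labels. ACO4 (GRA.2141.1.S1_S_AT) stood at log2 −2.08 (SE 0.141, adjusted p = 3.67e-05) at 0 dpa. At 5 dpa the arrays labelled fl mutant had more of it, 4.03 (SE 0.0691, adjusted p = 6.19e-08), and more of a second ACO4 transcript (GHI.6953.1.S1_S_AT), 3.28 (SE 0.0846, adjusted p = 2.65e-07). ACO1 (GHI.6502.1.S1_AT) was not called at 5 dpa (−1.07) and was lower at 15 dpa, −2.21 (SE 0.0484, adjusted p = 3.19e-07). At 10 dpa ACO4 was higher in the mutant, 2.83 (SE 0.0829, adjusted p = 2.95e-08).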

Transcripts encoding ACC oxidases (ACOs), involved in ethylene biosynthesis were down-regulated at 0 dpa (ACO2 and ACO4) and 5 dpa (ACO1, ACO2, ACO3 and ACO4/EFE) in the *fl* mutant. Along with ACC oxidases, a transcript encoding ACC synthase 6 (ACS6) which is a rate limiting enzyme in ethylene biosynthesis was also down-regulated at 0 dpa. These results suggest the down-regulation of auxin and ethylene biosynthesis at fibre initiation and early elongation stages in the *fl* mutant.

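ACC synthase sets the rate of ethylene production, and the ACS6 isoform is stabilised by stress kinases after wounding and touch. ACS6 (GHI.5451.1.S1_AT) was lower at 0 dpa, log2 −3.43 (SE 0.0959, adjusted p = 4.22e-07), with a mean log2 value of −1.80 ± 0.19 (SD, n = 3) in the fl mutant and 1.62 ± 0.03 (SD, n = 3) in WT. At 15 dpa it was higher in the mutant, 4.40 (SE 0.0463, adjusted p = 4.13e-08). Over all 162 ethylene transcripts at 15 dpa, 22 were higher, 30 lower and 110 did not pass (58 higher and 60 lower when adjusted over the list alone), a group the study compiled from its DETs and no independent evidence.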

Transcripts encoding the enzymes involved in BR biosynthesis such as 3-oxo-5-α-steroid 4-dehydrogenase family protein (DET2) [13] and sterol methyltransferase 2 (SMT2) were down-regulated at 10 dpa in the *fl* mutant. In addition, a number of genes (eg. BRI1, BRH1 and P450-like protein/CYP734A1/BAS1) involved in BR signalling pathway [37] was also differentially expressed at various stages in the *fl* mutant as compared to WT (Additional file 4). 

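DET2 reduces campestenone early in brassinosteroid synthesis, and SMT2 decides between campesterol, the hormone precursor, and sitosterol of membranes. DET2 (GHIAFFX.2821.1.S1_AT) was lower at 10 dpa, log2 −3.49 (SE 0.151, adjusted p = 2.47e-07), and SMT2 (GHI.10022.1.A1_X_AT) was too, −1.79 (SE 0.103, adjusted p = 1.27e-06). At 20 dpa another SMT2 transcript (GHIAFFX.53661.1.S1_S_AT) was higher among the arrays labelled fl mutant, 2.75 (SE 0.0749, adjusted p = 4.57e-08).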

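BRI1 is the brassinosteroid receptor and BAS1/CYP734A1 inactivates the hormone, so higher BAS1 often follows higher brassinosteroid. BRI1 transcripts went apart at 10 dpa, GHIAFFX.6314.3.S1_AT being higher, log2 2.40 (SE 0.161, adjusted p = 3.16e-06), and GHIAFFX.21120.1.A1_AT lower, −2.21 (SE 0.0815, adjusted p = 1.01e-07). Of 8 BAS1 transcripts at 10 dpa, 4 were higher, up to log2 2.94, and 1 was lower; this one (GHI.1198.1.S1_AT) was lower at 10 dpa, −5.06 (SE 0.0873, adjusted p = 3.70e-09), and 15 dpa, −4.12 (SE 0.0611, adjusted p = 8.84e-08), and the arrays labelled fl mutant had more of GRA.2743.1.S1_AT (BAS1) at 20 dpa, 4.40 (SE 0.122, adjusted p = 4.99e-08). Of 131 brassinosteroid transcripts 45 were higher, 43 lower and 43 did not pass (58 higher and 56 lower when adjusted over the list alone) at 10 dpa, 15 were higher, 10 lower and 106 did not pass (55 higher and 35 lower when adjusted over the list alone) at 15 dpa and 12 were higher, 32 lower and 87 did not pass (22 higher and 71 lower when adjusted over the list alone) at 20 dpa by the labels, a group drawn from the study's DETs and not independent evidence.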

Down-regulation of several genes involved in ethylene, auxin and BR biosynthesis and signal transduction pathways during fibre initiation and elongation stages suggested their regulatory role in fibre cell initiation and elongation. In the present study we have identified a number of genes involved in the phytohormone biosynthesis and signal transduction pathways that were down regulated at fibre initiation stage (0 dpa) in *fl* mutant as compared to WT. Interestingly, ~50% of these genes were found to be up-regulated at late elongation stage (15 dpa) in the *fl* mutant (Figure 1F), suggesting the delay in the phytohormone stimulation and signalling in the mutant.

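Auxin, ethylene and brassinosteroid prompt fibre growth, salicylic, jasmonic and abscisic acid mostly restrain it or answer stress, and all of them share early response genes. Of 146 phytohormone transcripts lower at 0 dpa, 79 (54.1%) were higher at 15 dpa, 16 lower and 51 not called. The fold at 15 dpa exceeded that at 0 dpa for 120 of the 146 (82.2%), the median difference being log2 4.06; among all 334 DETs lower at 0 dpa it did for 261 (78.1%), a return to no difference being counted too. By hormone, 12 of 21 ethylene, 14 of 28 auxin, 8 of 12 brassinosteroid, 15 of 30 salicylic acid, 5 of 5 jasmonic acid and 22 of 43 abscisic acid transcripts turned from lower to higher. Over all 1130 phytohormone transcripts, 3 were higher, 146 lower and 981 did not pass (180 higher and 448 lower when adjusted over the list alone) at 0 dpa (fry adjusted p = 1.57e-06; camera adjusted p = 0.0417 with an estimated correlation) and 153 were higher, 138 lower and 839 did not pass (460 higher and 324 lower when adjusted over the list alone) at 15 dpa; the study compiled the list from its DETs, so this is not independent evidence. The paper proposes that hormone stimulation and signalling come late in the mutant, since the same genes that are low at initiation are high at late elongation. Transcript folds at 5 stages show which genes turn, and hormone content is not measured by them.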

### Carbohydrate and energy metabolism

Sugars are the basic source of energy and carbon skeletons for all biomolecules and they are required for the regulation of cell homeostasis and synthesis of cell wall precursors. UDP-D-glucose (UDP-Glc) is a central metabolite in carbohydrate metabolism and is the common precursor for synthesis of cell wall polysaccharides such as pectin, hemicellulose and cellulose. 

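UGP makes UDP-glucose, UGD oxidises it to UDP-glucuronic acid, GAE1 turns that into the pectin unit UDP-galacturonic acid and UXS5 into the xylan unit UDP-xylose. Of 15 precursor transcripts at 10 dpa, 1 was higher, 13 lower and 1 did not pass (2 higher and 13 lower when adjusted over the list alone); the section was put together by the study from its DETs and is not independent evidence. All 3 UGP and all 4 UGD transcripts were lower at 10 dpa (3 and 4 over each list alone), with UGP2 (GHI.4828.1.S1_S_AT) at log2 −3.46 (SE 0.177, adjusted p = 6.55e-07), another UGP (GHIAFFX.1589.7.S1_AT) at −2.93 (SE 0.0941, adjusted p = 4.68e-08) and a UGD (GRA.2095.2.S1_S_AT) at −2.99 (SE 0.0917, adjusted p = 3.75e-08). GAE1 (GHI.10438.1.S1_S_AT) stood at −1.81 (SE 0.0781, adjusted p = 2.42e-07) and UXS5 (GHI.6066.1.S1_S_AT) at −1.66 (SE 0.0914, adjusted p = 9.96e-07) at 10 dpa. Only 3 of the 15 stayed lower at 15 dpa and 1 was higher (4 higher and 7 lower over the list alone), the UGP GHIAFFX.1589.7.S1_AT at −3.49 (SE 0.142, adjusted p = 4.55e-06) and GAE1 at 1.76 (SE 0.0514, adjusted p = 1.07e-06).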

In the present study, transcripts encoding the enzymes, involved in synthesis of cell wall precursors, such as UDP-glucose pyrophosphorylases (UGP1 and UGP2), UDP-glucose 6-dehydrogenase (UGD), UDP-D-glucuronate 4-epimerase 1 (GAE1), UDP-XYL synthase 5 (UXS5) were down-regulated during fibre elongation stage in the *fl* mutant. UGP and UGD catalyse the formation of UDP-D-glucose and UDP-D-glucuronic acid, respectively whereas GAE1 (Figure 5D1) and UXS5 catalyse the formation of UDP-D-galacturonic acid (precursor for pectin) and UDP-D-xylose (precursor for hemicellulose) from UDP-D-glucuronic acid, respectively (Additional file 5 and Additional file 6). The UDP-glucose formed from the sucrose by sucrose synthase (Sus) is used directly as a substrate by the cellulose synthase complex. The Sus isoform C (SusC) involved in cellulose synthesis was highly down-regulated at 15 dpa in the *fl* mutant (Figure 5D2, Additional file 5 and Additional file 6) [38]. 

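Sucrose synthase splits sucrose and hands UDP-glucose straight to the cellulose complex, and SusC is the isoform of thickening fibre walls. SusC (GHI.2039.2.S1_S_AT) was lower at 15 dpa, log2 −4.74 (SE 0.0692, adjusted p = 8.67e-08), and at 10 dpa, −2.46 (SE 0.154, adjusted p = 2.14e-06). Its mean log2 value at 15 dpa was −2.33 ± 0.04 (SD, n = 3) in the fl mutant and 2.41 ± 0.12 (SD, n = 3) in WT. By the labels SusC was lower at 5 dpa, −1.85 (SE 0.0878, adjusted p = 4.74e-06), and higher at 20 dpa, 1.88 (SE 0.0727, adjusted p = 2.60e-07).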

Carbohydrates such as raffinose family oligosaccharides (RFOs) are the main storage forms of carbohydrates in the seeds, which confer desiccation tolerance. 

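Galactinol synthase joins myo-inositol and UDP-galactose, opening the path to raffinose and stachyose, sugars that hold water and protect membranes. Of 6 galactinol synthase transcripts, 5 were lower at 10 dpa, and the same 5 passed over the list alone; the list is the study's own and no independent evidence. GolS1 (GHI.10579.1.S1_AT) stood at log2 −5.57 (SE 0.146, adjusted p = 1.64e-08) and GolS2 (GHIAFFX.8202.1.S1_S_AT) at −5.53 (SE 0.105, adjusted p = 4.59e-09) at 10 dpa. At 15 dpa GolS1 was still lower, −1.91 (SE 0.0957, adjusted p = 1.13e-05), whereas another GolS2 transcript (GHIAFFX.19500.1.S1_AT) was higher, 2.00 (SE 0.0692, adjusted p = 2.27e-06).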

In the present study, transcripts encoding galactinol synthase (GolS) that catalyse the first committed step in the biosynthesis of RFOs (GolS1 and GolS2) were highly down-regulated at 10 dpa in the *fl* mutant (Figure 5D3; Additional file 5 and Additional file 6). 

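Raffinose synthase adds galactose from galactinol to sucrose, and stachyose synthase adds the next. At 10 dpa the raffinose synthase SIP1 transcripts GHIAFFX.16092.1.A1_S_AT and GHI.8192.2.S1_S_AT were lower, log2 −3.34 (SE 0.0846, adjusted p = 1.40e-08) and −3.17 (SE 0.132, adjusted p = 1.99e-07). Stachyose synthase (STS, GHIAFFX.8616.1.A1_AT) was lower as well, −2.57 (SE 0.0777, adjusted p = 3.51e-08). Of all 15 raffinose and trehalose transcripts, 1 was higher, 11 lower and 3 did not pass (1 higher and 11 lower when adjusted over the list alone) at 10 dpa, counted on a section the study drew from its DETs and hence not independent evidence.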

Further, raffinose synthase (RS/SIP1), stachyose synthase (STS) were also down-regulated. Trehalose is another storage carbohydrate that was shown to be involved in desiccation tolerance [39]. 

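TPS joins glucose units into trehalose-6-phosphate, a signal of sugar supply, and TPP removes its phosphate. Both TPP transcripts were lower at 10 dpa, TPPA (GHI.3389.2.A1_S_AT) at log2 −4.02 (SE 0.0926, adjusted p = 9.76e-09) and TPPF (GHI.4391.1.A1_AT) at −2.53 (SE 0.101, adjusted p = 1.58e-07). Of 3 TPS transcripts TPS5 (GHIAFFX.2018.1.S1_AT) was higher at 10 dpa, 2.21 (SE 0.091, adjusted p = 1.87e-07), against the direction of the phosphatases, and the other 2 did not pass there. At 5 dpa a pair of TPS9 transcripts was higher among the arrays labelled fl mutant, 2.79 (SE 0.065, adjusted p = 1.83e-07) for GHI.3451.2.A1_AT and 2.20 (SE 0.0809, adjusted p = 1.38e-06) for GHI.3451.2.S1_AT.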

Transcripts encoding the enzymes involved in trehalose biosynthesis such as trehalose-6-phosphate synthase (TPS) and trehalose-6-phosphate phosphatase (TPP) were down-regulated at fibre elongation stage. Previously we have shown that, both GolS and TPS were highly up-regulated under drought stress at fibre elongation stage suggesting the role of these genes in fibre development [40].

In the present study, transcripts encoding the enzymes involved in Calvin cycle such as ribulose bisphosphate carboxylase, glyceraldehyde 3-phosphate dehydrogenase, transketolase and fructose-bisphosphate aldolase (FBPA) were down-regulated at 10 and 15 dpa thus indicating the reduction of sugar pool in the *fl* mutant ovules (Additional file 6). 

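The Calvin cycle fixes carbon by Rubisco, reduces it by glyceraldehyde 3-phosphate dehydrogenase and rebuilds the acceptor through aldolase and transketolase; several of these enzymes also serve sugar breakdown. Of 13 such transcripts, 0 were higher, 9 lower and 4 did not pass (1 higher and 11 lower when adjusted over the list alone) at 10 dpa and 0 were higher, 10 lower and 3 did not pass (0 higher and 12 lower when adjusted over the list alone) at 15 dpa, and fry placed the list lower at both stages (adjusted p = 6.72e-06 and 7.86e-06; camera adjusted p = 0.0666 and 0.0753 with an estimated correlation); the study compiled the list from its DETs, so it is not independent evidence. A Rubisco transcript (GHI.1513.2.S1_S_AT) stood at log2 −2.60 (SE 0.161, adjusted p = 1.97e-06) and −2.32 (SE 0.121, adjusted p = 1.37e-05), the plastid dehydrogenase GAPCP (GHI.10637.1.S1_AT) at −3.28 (SE 0.162, adjusted p = 5.36e-07) and −1.72 (SE 0.156, adjusted p = 1.88e-04). Fructose-bisphosphate aldolase (FBPA, GHI.529.1.S1_AT) was the lowest, −5.88 (SE 0.148, adjusted p = 1.38e-08) at 10 dpa and −3.14 (SE 0.0716, adjusted p = 3.72e-07) at 15 dpa, and transketolase (GHIAFFX.34544.1.S1_S_AT) had −2.01 (SE 0.0747, adjusted p = 1.04e-07) at 10 dpa. The paper proposes from the lower transcripts of the cycle's enzymes that the sugar pool of mutant ovules is reduced. Photosystem and Rubisco transcripts, markers of green tissue, were 8 higher and 4 lower of 27 at 10 dpa (14 higher and 8 lower over the list alone) and, like the cycle, lower at 15 dpa, where 9 of the 27 passed (1 higher and 20 lower over the list alone). Sugars themselves were not measured on the arrays.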

Mitochondrial electron transport system (mETS) is the main pathway for the generation of ATP by oxidative phosphorylation. Recently it has been shown that the ATP synthase δ1 subunit (*GhATPδ1*) is required for mitochondrial ATP synthesis and to maintain higher ATP⁄ADP ratio which facilitates faster fibre cell elongation [21]. Several transcripts encoding the enzymes involved in mETS were down-regulated in the *fl* mutant which in turn decreases the NAD^+^/NAD(P)H ratio and efficiency of mitochondrial ATP production (Figure 3A; Additional file 6). 

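Electrons enter the mitochondrial chain at complex I or through bypass dehydrogenases such as NDI1, leave it at cytochrome oxidase or through the alternative oxidase AOX1A, and proton flow then makes ATP. Of 23 transcripts of the chain, 5 were higher, 18 lower and 0 did not pass (5 higher and 18 lower when adjusted over the list alone) at 10 dpa; the study chose the list from its DETs, and it is not independent evidence. NAD4L (complex I, GHI.648.1.A1_AT) stood at log2 −4.16 (SE 0.151, adjusted p = 9.25e-08), ATNDI1 (GHI.3524.2.A1_AT) at −4.54 (SE 0.0881, adjusted p = 5.02e-09), AOX1A (GHI.3408.1.A1_AT) at −3.36 (SE 0.17, adjusted p = 6.19e-07) and COX2 (cytochrome oxidase, GHIAFFX.38761.1.S1_AT) at −2.94 (SE 0.0837, adjusted p = 2.52e-08). Higher instead were ETFALPHA and ETFQO (electron transfer from amino acid breakdown, GHIAFFX.7244.1.A1_S_AT and GHI.4219.1.S1_S_AT), 1.89 (SE 0.0878, adjusted p = 3.76e-07) and 1.75 (SE 0.0856, adjusted p = 5.11e-07). At 15 dpa 1 was lower, while over the list alone, with no fold threshold, 1 higher and 16 lower passed.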

The ATP/ADP and NAD^+^/NAD(P)H ratios are very critical for maintaining redox-homeostasis and functioning of several enzymes involved in synthesis of cell wall precursors and fatty acids [41]. These data suggest the importance of interconversion of sugars and the role of mETS during fibre elongation process.

### Fatty acid metabolism

Fatty acid biosynthesis is another important biochemical pathway involved in fibre cell development [5,42,43]. 

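Elongating fibres build plasma membrane, cuticle and very long chain fatty acids, whose supply of C24 acids is known to prompt ethylene production. Of 72 fatty acid transcripts, 5 were higher, 47 lower and 20 did not pass (12 higher and 56 lower when adjusted over the list alone) at 10 dpa and 1 was higher, 35 lower and 36 did not pass (9 higher and 47 lower when adjusted over the list alone) at 15 dpa. Fry placed the list lower at 10 dpa (adjusted p = 8.48e-07; camera adjusted p = 0.0452 with an estimated correlation) and at 15 dpa (adjusted p = 5.72e-07; camera adjusted p = 0.0452 with an estimated correlation), though the study selected the members from its DETs, which leaves this short of independent evidence. By the labels 11 were higher and 0 lower at 5 dpa (33 higher and 8 lower over the list alone), and 13 and 8 at 20 dpa (26 higher and 18 lower). Of 4 wax transcripts the same 3 were lower at both 10 and 15 dpa, and an MS2 transcript (GHIAFFX.20092.1.A1_S_AT) was higher at 10 dpa, log2 2.64 (SE 0.163, adjusted p = 1.93e-06); the sphingolipid hydroxylase SBH2 (GHI.5561.1.A1_S_AT) was lower at 15 dpa, log2 −2.90 (SE 0.0475, adjusted p = 1.18e-07), and higher at 5 dpa by the labels, 3.09 (SE 0.156, adjusted p = 6.65e-06).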

In the present study, transcripts encoding the enzymes involved in the biosynthesis of very long chain fatty acids (VLCFAs), cuticular wax and phospholipids were down-regulated at fibre elongation stage in the *fl* mutant as compared to WT. Calvin cycle and sugars exported from the cytosol are main source of sugar pool for synthesis of fatty acids in plastids of non-photosynthetic tissue. Fatty acids synthesized within the plastids are exported as acyl-CoA esters (C16:0 CoA and C18:1 CoA) to the endoplasmic reticulum (ER) for synthesis of VLCFA that are precursors for synthesis of phospholipids, sphingolipids, wax and cuticular matrix (Figure 3B; Additional file 6). 

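TPT exchanges triose phosphates and PPT phosphoenolpyruvate across the plastid envelope, feeding fatty acid synthesis, and ACBP4 ferries acyl-CoA through the cytosol. The translocator TPT (GHIAFFX.40989.1.S1_S_AT) was lower at 10 dpa, log2 −1.94 (SE 0.157, adjusted p = 1.04e-05). PPT2 (GHIAFFX.42790.1.S1_AT) passed narrowly, −1.59 (SE 0.169, adjusted p = 5.51e-05); the call of GHIAFFX.42790.1.S1_AT at 10 dpa is lost without WT replicate 1 (−1.46), WT replicate 2 (−1.56) or fl mutant replicate 2 (−1.49). ACBP4 (GHI.7158.1.S1_S_AT) was lower at 10 dpa, −2.94 (SE 0.164, adjusted p = 1.10e-06), and at 15 dpa, −2.24 (SE 0.112, adjusted p = 1.13e-05).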

Transcripts encoding the sugar transporters such as triose phosphate/phosphate translocator (TPT) and phosphoenolpyruvate (PEP)/phosphate translocator (PPT) and acyl-CoA binding protein 4 (ACBP4, Figure 5E1) were down-regulated at 10 dpa in the *fl* mutant. Glucose-6-phosphate/phosphate translocator (GTP), TPT and PPT are required for import of cytosolic Glc-6-P, 3-PGA and PEP respectively, from cytosol into the plastid for synthesis of acyl-CoA [44]. Cytosolic ACBP4 and ACBP5 were shown to bind long-chain acyl-CoAs and involved in the trafficking of oleoyl-CoA from the plastids to ER for synthesis of VLCFAs [45].

Phospholipids are major structural components of plasma membrane (PM) and involved in lipid signalling pathway. PM plays a crucial role during fibre cell elongation. Phosphatidic acid (PA) is the key component in phospholipid biosynthesis. The transcripts encoding acyltransferase-like protein (ACY) involved in synthesis of PA in ER (Figure 5E2) and AGC (cAMP-dependent, cGMP-dependent and protein kinase C) kinase family proteins (AGC2-1 and AGC2-2) were highly down-regulated at 10 dpa in the *fl* mutant. 

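Phosphatidic acid is both the stem of phospholipids and a signal, which AGC2 kinases carry in root hairs. The paper places the acyltransferase-like ACY in the synthesis of phosphatidic acid, a role that the arrays do not test. ACY (GHI.207.1.S1_S_AT) stood at log2 −7.85 (SE 0.129, adjusted p = 3.70e-09) at 10 dpa, with a mean log2 value of −3.84 ± 0.13 (SD, n = 3) in the fl mutant and 4.00 ± 0.22 (SD, n = 3) in WT. It was lower at 15 dpa too, −4.20 (SE 0.104, adjusted p = 5.20e-07), and higher among the arrays labelled fl mutant at 20 dpa, 2.46 (SE 0.151, adjusted p = 3.40e-06). The AGC kinase transcripts GHI.9263.5.A1_X_AT and GHI.9263.5.S1_AT were lower at 10 dpa, −6.11 (SE 0.151, adjusted p = 1.31e-08) and −3.50 (SE 0.282, adjusted p = 1.01e-05).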

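FAD3 and FAD8 make linolenic acid in the endoplasmic reticulum and the plastid, and sphingolipid desaturases set the fluidity of the outer membrane leaflet. FAD3 (GHI.367.1.S1_S_AT) was lower at 10 dpa, log2 −4.69 (SE 0.103, adjusted p = 7.93e-09), and 15 dpa, −2.33 (SE 0.0523, adjusted p = 3.55e-07), and FAD8 (GHI.10613.1.S1_AT) at 10 dpa, −3.52 (SE 0.08, adjusted p = 9.34e-09). All 4 desaturase transcripts of this kind were lower at 10 dpa and 2 at 15 dpa. The delta-8 sphingolipid desaturases GHI.8520.1.S1_AT and GHI.4752.1.A1_S_AT stood at −3.42 (SE 0.106, adjusted p = 3.83e-08) and −3.00 (SE 0.0765, adjusted p = 1.44e-08) at 10 dpa, the latter also lower among the arrays labelled fl mutant at 20 dpa, −2.08 (SE 0.0726, adjusted p = 1.49e-07).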

Further, transcripts encoding fatty acid desaturases (FADs) such as FAD8 (plasticidal) and FAD3 (ER) and delta-8 sphingolipid desaturase were down-regulated. In lipid-signalling pathway PA specifically binds to *AtPDK1* (3-phosphoinositide-dependent protein kinase 1) and stimulates AGC2-1 and it has been shown that agc2-1 knockout mutants resulted in reduced root hair length suggesting its role in cell elongation [46]. Down-regulation of genes involved in phospholipid biosynthesis and lipid signalling suggested their role in fibre development.

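β-Ketoacyl-CoA synthases start each round that lengthens a fatty acid beyond C18, and the reductase KCR performs the second step; KCS6/CUT1 feeds wax, and blocking KCS stops fibre elongation in ovule culture. Of 17 KCS transcripts, 0 were higher, 12 lower and 5 did not pass (1 higher and 15 lower when adjusted over the list alone) at 10 dpa and 0 were higher, 11 lower and 6 did not pass (1 higher and 14 lower when adjusted over the list alone) at 15 dpa, in a list the study drew from its DETs and hence no independent evidence. The transcript of KCS11 and KCS2 (GHI.5184.1.A1_S_AT) stood at log2 −4.97 (SE 0.119, adjusted p = 1.17e-08) at 10 dpa and −3.56 (SE 0.0781, adjusted p = 3.20e-07) at 15 dpa, and CUT1 (GRA.2970.1.S1_S_AT) at −4.29 (SE 0.112, adjusted p = 1.59e-08) and −5.15 (SE 0.074, adjusted p = 8.45e-08). KCS19 (GHIAFFX.33381.1.S1_S_AT) and KCS12 (GHI.5363.1.S1_X_AT) were lower at 10 dpa, −3.60 (SE 0.13, adjusted p = 8.88e-08) and −3.00 (SE 0.122, adjusted p = 1.77e-07). All 3 KCR transcripts were lower at 10 dpa, GRA.2892.2.A1_AT at −3.07 (SE 0.243, adjusted p = 9.02e-06).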

Transcripts encoding beta-keto acyl-CoA synthases (KCS2, KCS6/CER6/CUT1, KCS10/FDH, KCS11, KCS12 and KCS19) and beta-keto acyl reductase (KCR1/YBR159), catalyzing the first two committed steps in VLCFA synthesis, were highly down-regulated at fibre elongation stage in the *fl* mutant (Figures 3B, 5E3). In addition, a transcript encoding a long chain fatty acid elongation enzyme (ELo2/SUR4) was highly down-regulated at 5, 10 and 20 dpa. 

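ELO2/SUR4 belongs to the elongase family that yeast uses for its C24 and C26 acids. The transcript GHI.7588.1.S1_AT was lower at 10 dpa, log2 −7.32 (SE 0.151, adjusted p = 6.22e-09), and at 15 dpa, −4.62 (SE 0.0787, adjusted p = 1.35e-07). By the labels it was higher at 5 dpa, 3.45 (SE 0.0721, adjusted p = 1.21e-07), and at 20 dpa, 1.83 (SE 0.0894, adjusted p = 9.36e-07). Its mean log2 value at 10 dpa was −3.77 ± 0.31 (SD, n = 3) in the fl mutant and 3.55 ± 0.10 (SD, n = 3) in WT.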

A transcript encoding epoxide hydrolase involved in cutin layer biosynthesis was highly down-regulated at 10 dpa [47].

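Epoxide hydrolases open epoxy fatty acids to the hydroxy acids that cutin is made of. Of 4 such transcripts at 10 dpa, 3 were higher and 1 lower. The transcript GHI.5619.1.A1_AT was lower at 10 dpa, log2 −6.51 (SE 0.0818, adjusted p = 2.54e-09), and 15 dpa, −2.12 (SE 0.0806, adjusted p = 3.48e-06). The highest, GHIAFFX.30499.1.S1_AT, stood at log2 3.31 (SE 0.135, adjusted p = 1.74e-07) there and, by the labels, at 5 dpa at 3.05 (SE 0.0858, adjusted p = 3.75e-07).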

Lipid transfer proteins (LTPs) are involved in transport of lipids from ER to PM and the subsequent transport of lipids from PM to the cell exterior appears to be carried out by PM localized transporters such as ATP-binding cassette (ABC) transporters [48,49]. In the present study, several transcripts encoding LTPs (Figure 5E4), ABC transporters such as white/brown complex proteins (WBC1 and WBC12/CER5) were down-regulated at fibre elongation stage in the *fl* mutant. 

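Lipid transfer proteins carry lipids through the cell wall, and the ABC half-transporters WBC1 and WBC12 push them across the plasma membrane. Of 23 lipid transport transcripts, 4 were higher, 13 lower and 6 did not pass (6 higher and 16 lower when adjusted over the list alone) at 10 dpa and 1 was higher, 10 lower and 12 did not pass (4 higher and 17 lower when adjusted over the list alone) at 15 dpa, counted on members the study took from its DETs and so not independent evidence. The transfer protein GBAAFFX.190.1.S1_X_AT stood at log2 −3.47 (SE 0.0921, adjusted p = 1.75e-08) at 10 dpa and −3.33 (SE 0.0479, adjusted p = 8.45e-08) at 15 dpa, while GHI.6067.1.A1_AT was higher at 10 dpa, 3.72 (SE 0.134, adjusted p = 9.05e-08), and far lower at 15 dpa, −6.06 (SE 0.114, adjusted p = 1.94e-07). WBC1 (GHI.634.1.S1_S_AT) was lower at 0 dpa, −1.69 (SE 0.0754, adjusted p = 4.59e-06), 10 dpa, −3.99 (SE 0.137, adjusted p = 6.72e-08), and 15 dpa, −2.11 (SE 0.0613, adjusted p = 1.06e-06), and the WBC transcript GHI.9168.1.A1_S_AT at 10 dpa, −3.01 (SE 0.18, adjusted p = 1.60e-06).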

Further, a transcript encoding glycosylphosphatidylinositol-anchored lipid protein transfer 1 (LTPG1) was down-regulated. 

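LTPG1 is tethered to the outer face of the plasma membrane, where it helps load wax into the cuticle. Its transcript GARAFFX.29986.1.S1_S_AT was lower in the mutant at 10 dpa, log2 −3.36 (SE 0.115, adjusted p = 6.52e-08), with a mean log2 value of −1.70 ± 0.19 (SD, n = 3) in the fl mutant and 1.67 ± 0.10 (SD, n = 3) in WT. The paper proposes a reduced fatty acid metabolism in the mutant from lower transcripts of very long chain fatty acid and phospholipid synthesis and of lipid transport.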

High level expression of WBC1 during fibre elongation and plasma membrane localization was reported in upland cotton [50]. In *A*. *thaliana* WBC12/CER5 and WBC11 have been shown to be involved in cuticular lipid transport [51] and the localization of LTPG in PM and its role in lipid deposition has been demonstrated [52]. Down-regulation of genes involved in fatty acid metabolism in the *fl* mutant particularly at elongation stage suggests the importance of these genes in fibre cell development.

### Transcripts involved in regulation of osmotic potential, ion-homeostasis and protein stabilization

Cotton fibre elongates through diffuse growth mechanism and turgor-driven pressure is a significant driving force for cell enlargement [17,18,53,54]. The turgor-driven pressure largely depends on accumulation of osmolytes and ion-homeostasis [17,18]. Further, genes involved in ROS homeostasis and protein stabilization play a crucial role during fibre development [6,8]. In the present study several transcripts involved in these processes were differentially expressed at various fibre development stages in the *fl* mutant as compared to WT. 

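PIP2;2 and γ-TIP are water channels of the plasma and vacuole membrane, NRT1.5 moves nitrate, VIT stores iron in the vacuole and STP1 takes up hexoses, so that together they decide how much solute and water a growing cell holds. At 10 dpa γ-TIP1;3 (GHI.4613.1.S1_AT) was lower, log2 −5.19 (SE 0.133, adjusted p = 1.49e-08), as was VIT (GHIAFFX.17156.1.S1_AT), −4.51 (SE 0.137, adjusted p = 3.65e-08), whereas PIP2;2 (GHIAFFX.10920.2.S1_AT) was higher, 3.03 (SE 0.104, adjusted p = 6.93e-08). Among the arrays labelled fl mutant at 5 dpa NRT1.5 (GHI.3135.1.S1_AT), PIP2;2, STP1 (GHI.9885.1.A1_AT) and the proline transporter PROT2 (GHI.6855.1.A1_S_AT) were all higher, 5.97 (SE 0.0924, adjusted p = 4.10e-08), 3.58 (SE 0.147, adjusted p = 2.39e-06), 2.22 (SE 0.0784, adjusted p = 1.11e-06) and 2.71 (SE 0.117, adjusted p = 2.99e-06). At 20 dpa the arrays labelled fl mutant had less PIP2;2, −3.67 (SE 0.0756, adjusted p = 1.21e-08), and less STP1, −3.11 (SE 0.0828, adjusted p = 4.17e-08). Of the 23 transcripts in Table 1, 5 were higher, 14 lower and 4 did not pass (7 higher and 16 lower when adjusted over the list alone) at 10 dpa and 4 were higher, 7 lower and 12 did not pass (9 higher and 8 lower when adjusted over the list alone) at 15 dpa, from a table the study filled with its own DETs and not independent evidence. By the labels 9 of the 23 were higher and 0 lower at 5 dpa (16 higher and 3 lower over the list alone), and at 20 dpa 7 and 6 (11 higher and 11 lower).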

Transcripts encoding the ion and sugar transporters (NRT1.5, VIT and STP1) and membrane intrinsic proteins (PIP2;2 and γ-TIP1;3) were highly down-regulated during fibre elongation stage in the *fl* mutant (Table 1, Figure 5F15F4). A transcript encoding SKD1 (suppressor of K^+^ transport growth defect 1) which is an AAA-type ATPase family protein was highly down-regulated at 10 dpa in the *fl* mutant. 

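SKD1 is the AAA ATPase that recycles the sorting complex of endosomes, and plants losing it cannot keep their vacuoles or their potassium balance. Its transcript GHIAFFX.3680.3.A1_AT was lower at 10 dpa, log2 −5.11 (SE 0.106, adjusted p = 6.31e-09), and the mean log2 value there was −2.62 ± 0.18 (SD, n = 3) in the fl mutant and 2.49 ± 0.07 (SD, n = 3) in WT. ASN1 (asparagine synthetase of starved, darkened tissue, GRA.2231.1.S1_S_AT) ran the other way, higher at 10 dpa, 4.78 (SE 0.15, adjusted p = 4.28e-08), and lower at 0 dpa, −3.73 (SE 0.13, adjusted p = 1.27e-06).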

The expression of *mcSKD1* (homologous to *AtSKD1*) in elongating root tips and its role in endoplasmic reticulum-Golgi mediated protein sorting machinery and K^+^ uptake has been demonstrated [55]. 

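Small heat shock proteins hold unfolding proteins in solution, HSP70 refolds them and HSP90 keeps receptors and kinases in working shape; all are raised by heat and by HSFA2. Of 58 heat shock transcripts, 4 were higher, 44 lower and 10 did not pass (6 higher and 48 lower when adjusted over the list alone) at 10 dpa, where fry placed the list lower (adjusted p = 1.75e-06; camera adjusted p = 0.0666 with an estimated correlation); the members were taken by the study from its DETs, so this is not independent evidence. HSP18.2 (small heat shock protein, GHI.9308.1.S1_AT) stood at log2 −7.16 (SE 0.0846, adjusted p = 2.54e-09), HSP81-3 (HSP90, GHIAFFX.3815.1.A1_S_AT) at −5.98 (SE 0.133, adjusted p = 8.50e-09) and HSC70-1 (HSP70, GHI.8378.2.S1_S_AT) at −5.18 (SE 0.123, adjusted p = 1.09e-08) at 10 dpa. At 20 dpa 29 were higher and 3 lower among the arrays labelled fl mutant (34 higher and 10 lower over the list alone; camera adjusted p = 0.0693 with an estimated correlation), with 2.72 (SE 0.0812, adjusted p = 6.86e-08), 3.45 (SE 0.0665, adjusted p = 8.63e-09) and 2.56 (SE 0.077, adjusted p = 7.06e-08) for the same genes. At 0 dpa 1 was higher and 3 lower (17 higher and 13 lower), HSP18.2 being the higher, 2.08 (SE 0.0893, adjusted p = 3.80e-06).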

Further, transcripts encoding heat shock proteins (sHSPs, HSP70 and HSP90) were highly down-regulated at 10 and 20 dpa in the *fl* mutant.

**Table 1:** **Some of the differentially expressed stress responsive transcripts at various fibre development stages in the*fl*mutant as compared to their respective stages in WT**

**Probe set ID**	**0 dpa**	**5 dpa**	**10 dpa**	**15 dpa**	**20 dpa**	**Annotation**
Ghi.10292.1.S1_s_at			−108.2		−6.7	Heat shock transcription factor A2 (HSFA2)
Ghi.9308.1.S1_at	4.2		−142.5		−6.5	Heat shock protein HSP18.2
GhiAffx.3815.1.A1_s_at			−62.9		−10.9	HSP90
Ghi.8378.2.S1_s_at			−36.1		−5.8	HSP70
GhiAffx.10920.2.S1_at		−11.9				Plasma membrane intrinsic protein 2;2 (PIP2;2)
Ghi.4613.1.S1_at			−36.5	−6.7		Gamma-tonoplast intrinsic protein 1;3 (γ-TIP1;3)
Ghi.3135.1.S1_at		−62.5				Nitrate transporter 1.5 (NRT1.5)
Ghi.6855.1.A1_s_at		−6.5				Proline transporter 2 (PROT2)
Ghi.9885.1.A1_at		−4.6				Sugar transporter 1 (STP1)
GhiAffx.17156.1.S1_at			−22.7			Vacuolar iron transporter (VIT)
Ghi.10646.1.S1_s_at		−5.2	178.7		102.2	Osmotin 34
GarAffx.24961.2.S1_s_at	−3.3		−22.3	−8		Responsive to desiccation 22 (RD22)
Gra.2810.2.A1_s_at	−3.2		−21.8	−8.2		RD22
Ghi.5529.1.S1_x_at	−3		−35	−8.2	−4.4	RD22-like protein (RDL)
Ghi.779.1.S1_at		−20.5				Glutathione S-transferase 30 (GST30)
Ghi.7950.1.S1_at		−14				Peroxidase 2 (PA2)
Ghi.10450.1.S1_s_at	−4.8		−13.3	7		Thioredoxin family protein (GRX480)
Gra.2231.1.S1_s_at	−13.2	−26.2	27.4			Asparagine synthase 1 (ASN1)
Ghi.789.1.S1_at			−147.1	−21.3	−10.5	Germin-like protein (GLP1)/Fibre protein
Ghi.6103.1.S1_at			−28.8	−9.4	−3.2	Chalcone synthase (CHS)
Gra.432.1.S1_s_at	−19.8	−5.1		−4.6	17.7	CHS
Ghi.3763.1.A1_s_at	−52.9	−16.5		28.4	3.7	Ca^2+^-ATPase
GhiAffx.3680.3.A1_at			−34.4			Suppressor of K^+^ transport growth defect-like protein (SKD1)

### Primary and secondary cell wall biosynthesis

Several transcripts involved in the primary and secondary cell wall biosynthesis were differentially expressed at various stages of fibre development in the *fl* mutant as compared to their respective stages in WT (Figure 4; Additional file 6). 

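A primary wall yields when xyloglucan tethers are re-spliced by XTHs, pectin is demethylated or cleaved, and expansins slide the polymers apart; arabinogalactan proteins line its inner face. At 15 dpa, of 25 xyloglucan transcripts 11 were higher, 6 lower and 8 did not pass (13 higher and 11 lower when adjusted over the list alone); of 39 pectin transcripts 8 were higher, 10 lower and 21 did not pass (18 higher and 13 lower when adjusted over the list alone); of 19 expansins 3 were higher, 4 lower and 12 did not pass (7 higher and 8 lower when adjusted over the list alone); and of 15 arabinogalactan proteins 1 was higher, 7 lower and 7 did not pass (5 higher and 9 lower when adjusted over the list alone). At 10 dpa the counts of higher and lower were 5 and 14 for xyloglucan, 7 and 6 for expansins and 0 and 8 for arabinogalactan proteins (5 higher and 17 lower, 7 higher and 8 lower and 1 higher and 8 lower over each list alone). The study assembled these sections from its own DETs, so neither set of counts is independent evidence. At 0 dpa 9 of the 25 xyloglucan transcripts were lower and 0 higher (2 higher and 19 lower over the list alone).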

A large number of genes involved in primary cell wall biosynthesis and elongation such as those coding for xyloglucanases, pectinases, expansins and arabinogalactans were down-regulated at 15 dpa. The role of xyloglucan modifying enzymes such as xyloglucan endotransglycosylases (XETs) and xyloglucan endotransglucosylase/hydrolases (XTHs) has been well established in fibre cell development [3,22]. In the present study, transcripts encoding TOUCH 4 (TCH4)/XTH22 (Figure 5G1) and XTH23/XTR6 were highly down-regulated at initiation and elongation stages in the *fl* mutant. 

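TCH4/XTH22 cuts and rejoins xyloglucan chains; touch, heat, auxin and brassinosteroid raise its transcript within minutes. Of 10 TCH4 transcripts 6 were lower at 0 dpa and 8 at 10 dpa. The transcript GHI.10493.1.S1_S_AT stood at log2 −7.02 (SE 0.0597, adjusted p = 5.52e-09) at 0 dpa and −6.50 (SE 0.149, adjusted p = 9.68e-09) at 10 dpa, and its mean log2 value at 0 dpa was −3.50 ± 0.06 (SD, n = 3) in the fl mutant and 3.52 ± 0.05 (SD, n = 3) in WT. At 15 dpa 6 of the 10 were higher, GHI.10493.1.S1_S_AT by 5.58 (SE 0.0656, adjusted p = 5.65e-08).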

Further, transcripts encoding endo-xyloglucan transferase/*AtXTH7* involved in fibre elongation were highly down-regulated at 10 and 15 dpa. These data suggested their role in primary cell wall synthesis and fibre development. Pectins are major components of the primary cell wall and in cotton pectins constitute about 25% of the cell wall of cotton fibre. Thus, pectin modifying enzymes play a major role in the fibre cell wall development [56]. Several transcripts encoding pectin modifying enzymes such as poly galacturonases (PGs), pectate lyases (PLs), pectin methyl esterases (PMEs) and pectin methyl esterase inhibitors (PMEIs) were differentially expressed during fibre elongation stage in the *fl* mutant as compared to WT (Figure 4; Additional file 6). 

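Polygalacturonases and pectate lyases cut pectin, methylesterases let calcium bind and stiffen it, and inhibitors keep the esterases in check. Of 39 pectin-modifying transcripts, 9 were higher, 11 lower and 19 did not pass (12 higher and 15 lower when adjusted over the list alone) at 10 dpa, and by the labels 9 were higher and 8 lower at 20 dpa (15 higher and 16 lower over the list alone), a section of the study's own DETs and no independent evidence. A pectate lyase (GHI.8147.1.S1_AT) was lower at 10 dpa, log2 −3.27 (SE 0.0862, adjusted p = 1.67e-08), and 15 dpa, −4.23 (SE 0.113, adjusted p = 7.37e-07), and the methylesterase PME44 (GHI.7660.1.S1_S_AT) was lower at 10 dpa, −4.25 (SE 0.239, adjusted p = 1.14e-06). The polygalacturonase QRT2 (pollen tetrad separation, GHI.7933.1.S1_AT) was higher at 10 dpa, 4.04 (SE 0.109, adjusted p = 1.90e-08). A pectinesterase transcript (GHI.6165.2.S1_X_AT) was lower at 15 dpa, −4.25 (SE 0.133, adjusted p = 1.43e-06), and higher at 20 dpa among the arrays labelled fl mutant, 6.81 (SE 0.0925, adjusted p = 1.89e-09).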

Further, large number of transcripts encoding glycosyl hydrolases and transferases were down-regulated at 10 and 15 dpa. 

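Glycosyl hydrolases trim wall polysaccharides and sugars, and glycosyl transferases build them or tag small molecules with sugar. A glucanase of the hydrolase family (AT5G10560 match, GHI.8149.1.S1_S_AT) was lower at 10 dpa, log2 −2.37 (SE 0.0953, adjusted p = 1.63e-07), and at 15 dpa, −2.61 (SE 0.0589, adjusted p = 3.63e-07). The cell wall invertase ATBFRUCT1 (sucrose cleavage, GHIAFFX.4043.10.S1_AT) went the other way, 2.75 (SE 0.0944, adjusted p = 6.87e-08) and 2.34 (SE 0.0905, adjusted p = 3.72e-06).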

Particularly, transcripts encoding β-galactosidase 13 (BGAL13) and UDP-glucosyl transferase 74B1 (UGT74B1) were highly down-regulated at 10 dpa in the *fl* mutant. 

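UGT74B1 puts glucose on thiohydroximates in glucosinolate synthesis, which ties it to the same indole branch as the auxin precursors; β-galactosidases take galactose off wall polymers. The UGT74B1-like transcript GHIAFFX.4924.2.S1_AT was lower in the mutant at 10 dpa, log2 −6.08 (SE 0.103, adjusted p = 3.70e-09), with a mean log2 value of −3.04 ± 0.12 (SD, n = 3) in the fl mutant and 3.04 ± 0.12 (SD, n = 3) in WT. BGAL13, which the paper names as lower at 10 dpa, is in none of the tables used and has no value here. Other β-galactosidases went the other way at 10 dpa, BGAL1 (GRA.2459.3.S1_S_AT) at 2.95 (SE 0.17, adjusted p = 1.30e-06) and BGAL2 (GRA.2459.1.A1_S_AT) at 3.13 (SE 0.0965, adjusted p = 3.82e-08), while another BGAL1 transcript (GHI.7694.1.S1_AT) was lower at 15 dpa, −3.26 (SE 0.0458, adjusted p = 8.45e-08).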

Among the glycosyl hydrolases, galactosidases (GALs) catalyzes the removal of non-reducing β-D-galactosyl residues from β-D-galactosides. It is therefore thought that GALs may be one of the main enzymes responsible for the metabolism of galactose rich polymers such as galactan and arabinogalactan and galactose containing side chains of cell wall polysaccharides [3,5].

Expansins are highly expressed in cotton fibre tissue and play an important role in cell wall loosening during fibre elongation stage [3,24]. 

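α-Expansins loosen the wall at acid pH without cutting it, and EXPA1 is the one most tied to fibre cells. EXPA1 (GHI.2039.1.S1_X_AT) was lower at 10 dpa, log2 −5.92 (SE 0.194, adjusted p = 5.33e-08), and at 15 dpa, −5.55 (SE 0.0789, adjusted p = 8.45e-08). At 20 dpa it was higher among the arrays labelled fl mutant, 3.65 (SE 0.0864, adjusted p = 2.35e-08). Its mean log2 value at 15 dpa was −2.86 ± 0.15 (SD, n = 3) in the fl mutant and 2.70 ± 0.01 (SD, n = 3) in WT.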

A transcript (Ghi.2039.1.S1_x_at/AY189969.1) encoding α-expansin 1 (EXPA1) was highly down-regulated at 10, 15 and 20 dpa in the *fl* mutant (Figure 5G2; Additional file 6). 

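Expansin-like proteins have the fold of expansins, but their action on walls is less well known. Of 2 EXLB1 transcripts 1 was lower at 0 dpa and 2 were higher at 5 dpa by the labels. EXLB1 (GHI.6465.2.S1_AT) was lower at 0 dpa, log2 −3.32 (SE 0.109, adjusted p = 9.62e-07), and higher at 5 dpa among the arrays labelled fl mutant, 7.18 (SE 0.2, adjusted p = 3.65e-07). At 10 dpa it was higher in the mutant, 4.34 (SE 0.0794, adjusted p = 4.32e-09), while the EXLA transcripts GHI.9.2.A1_AT and GHI.6749.1.S1_S_AT were lower, −3.25 (SE 0.118, adjusted p = 9.28e-08) and −3.13 (SE 0.159, adjusted p = 6.18e-07).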

Further, transcripts encoding expansin-like B1 (EXLB1) were highly down-regulated at 0 and 5 dpa and expansin-like α (EXLA) were down-regulated at 10 dpa. These data suggest that both expansins and expansin-like genes play crucial role in fibre cell development. The transcripts encoding cellulose synthases were down-regulated at 15 dpa at which PCW synthesis ceases and cellulose synthesis begins (Figure 5G3; Additional file 6). 

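CESA3 belongs to the cellulose complex of primary walls and CESA8 to that of secondary walls. Of 9 cellulose synthase transcripts, 0 were higher, 4 lower and 5 did not pass (2 higher and 5 lower when adjusted over the list alone) at 15 dpa, and at 10 dpa 2 were higher, 3 lower and 4 did not pass (2 higher and 5 lower when adjusted over the list alone); the list holds the study's DETs and is not independent evidence. At 15 dpa the CESA3 transcripts GHI.5191.1.A1_AT and GHI.8518.1.A1_AT stood at log2 −2.48 (SE 0.0451, adjusted p = 1.73e-07) and −2.66 (SE 0.0895, adjusted p = 2.01e-06), and CESA8 (GHI.3555.1.A1_AT) at −1.94 (SE 0.106, adjusted p = 1.67e-05).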

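Endo-1,3-β-glucanase removes callose, which plugs the plasmodesmata at the base of a growing fibre. Its transcript GHI.1004.1.A1_AT was lower at 10 dpa, log2 −3.88 (SE 0.141, adjusted p = 9.44e-08), and at 15 dpa, −5.19 (SE 0.188, adjusted p = 2.77e-06). At 20 dpa it was higher among the arrays labelled fl mutant, 5.96 (SE 0.0775, adjusted p = 1.54e-09), with a mean log2 value of 2.96 ± 0.06 (SD, n = 3) in those arrays and −3.00 ± 0.10 (SD, n = 3) in the arrays labelled WT.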

Further, a transcript encoding endo-1,3-β-glucanase was highly down-regulated at 20 dpa in the *fl* mutant (Figure 5F4). It was reported that the expression of endo-1,3-β-glucanase, which is very low at the fibre elongation stage (5–12 dpa) and increases gradually during secondary cell wall formation in *G*. *hirsutum* (15–20 dpa), is involved in the degradation of callose and opening of the plasmodesmata during cellulose deposition [5,19]. 

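TBL proteins acetylate wall polysaccharides and so change how cellulose packs. TBL38 (GHI.5997.1.A1_AT) was lower at 15 dpa, log2 −4.81 (SE 0.0758, adjusted p = 1.10e-07), and at 0 dpa, −2.53 (SE 0.117, adjusted p = 5.29e-06). At 5 dpa it was higher among the arrays labelled fl mutant, 5.53 (SE 0.107, adjusted p = 9.41e-08), and at 10 dpa higher in the mutant, 3.02 (SE 0.0952, adjusted p = 4.29e-08).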

Interestingly, a transcript encoding trichome birefringence (TBR) like 38 (TBL38) gene was highly down-regulated at 5 dpa and 15 dpa. Recently, it has been shown that TBL genes are involved in secondary cell wall synthesis by influencing the esterification state of pectic polymers and increasing the crystalline cellulose in *Arabidopsis*[57]. Along with the cell wall modifying enzymes, several transcripts encoding structural proteins such as AGPs (*GhAGP2*), FLAs (*GhFLA6*/*AtFLA11* and *GhFLA3*/*AtFLA7*) and proline-rich proteins (PRPs; PRP3 and PRP5) were down-regulated at fibre elongation and SCW synthesis stages in the *fl* mutant (Figures 4, 5G5, 5G6; Additional file 6).

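Fasciclin-like arabinogalactan proteins such as FLA11 stiffen secondary walls, FLA7 marks fibre elongation, and proline-rich proteins cross-link into the wall. GhFLA6/AtFLA11 (GHI.4418.2.S1_S_AT) stood at log2 −7.04 (SE 0.103, adjusted p = 8.67e-08) and GhFLA3/AtFLA7 (GHI.5860.1.S1_S_AT) at −6.92 (SE 0.077, adjusted p = 4.24e-08) at 15 dpa; GhAGP2 (GHI.5750.1.S1_S_AT) had −6.72 (SE 0.113, adjusted p = 3.70e-09) at 10 dpa and −4.84 (SE 0.0526, adjusted p = 4.13e-08) at 15 dpa. All 3 proline-rich protein transcripts were lower at 10 and 15 dpa and higher at 20 dpa by the labels (3 each over the list alone, a list of the study's DETs and no independent evidence), PRP3 (GHI.4648.3.A1_X_AT) at −6.23 (SE 0.0871, adjusted p = 2.69e-09) and −6.50 (SE 0.079, adjusted p = 5.83e-08), PRP5 (GHIAFFX.23258.1.S1_AT) at −5.31 (SE 0.0906, adjusted p = 3.70e-09) and −4.25 (SE 0.0608, adjusted p = 8.45e-08). Among the arrays labelled fl mutant at 20 dpa FLA6 and FLA3 were higher, 4.67 (SE 0.0665, adjusted p = 2.46e-09) and 5.48 (SE 0.106, adjusted p = 8.63e-09), and of the 15 arabinogalactan proteins 9 were higher, 2 lower and 4 did not pass (12 higher and 3 lower when adjusted over the list alone).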

Actin cytoskeleton plays an important role in fibre elongation and onset of secondary cell wall deposition [6,26,27]. Tubulins (TUBs) are major components of cytoskeleton microtubules and play a vital role in cell expansion by controlling the orientation of cellulose microfibrils [25]. 

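Actin filaments carry wall vesicles along the fibre, profilin and ADF control their turnover, and microtubules built of tubulin steer cellulose; kinesin motors such as TES and HIK serve cell division. Of 34 cytoskeleton transcripts, 1 was higher, 30 lower and 3 did not pass (3 higher and 30 lower when adjusted over the list alone) at 10 dpa, and fry placed the list lower (adjusted p = 2.83e-06; camera adjusted p = 0.0666 with an estimated correlation), on members the study drew from its DETs and so without the weight of independent evidence. ACT7 (actin, GHI.7783.1.A1_S_AT) stood at log2 −3.75 (SE 0.0932, adjusted p = 1.33e-08), profilin (GHI.468.1.A1_S_AT) at −5.08 (SE 0.17, adjusted p = 5.98e-08), ADF6 (GHIAFFX.63046.1.S1_AT) at −3.84 (SE 0.0914, adjusted p = 1.11e-08) and β-tubulin 1 (GHI.8448.1.S1_X_AT) at −5.13 (SE 0.152, adjusted p = 3.08e-08) at 10 dpa. By group at 10 dpa, 4 of 5 actin transcripts were lower and 0 higher, 7 of 10 tubulin transcripts were lower and 1 higher, and all 4 motors were lower, TES (GHIAFFX.26362.1.S1_S_AT) at −3.15 (SE 0.0913, adjusted p = 2.76e-08) and HIK (GHIAFFX.43142.1.S1_AT) at −2.94 (SE 0.0901, adjusted p = 3.75e-08). Cell cycle transcripts, markers of dividing cells, were 12 lower and 3 higher of 17 at 10 dpa (4 higher and 13 lower over the list alone), such as PAKRP1L (a kinesin of the dividing plate, GHIAFFX.16500.1.A1_AT), −3.19 (SE 0.11, adjusted p = 7.11e-08). At 15 dpa 7 of the 34 were lower and 0 higher (3 higher and 17 lower over the list alone), β-tubulin 1 at −4.29 (SE 0.065, adjusted p = 9.15e-08) and profilin at −2.83 (SE 0.0632, adjusted p = 3.49e-07).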

In the present study, transcripts encoding actins (ACTs), profilin, ATP binding microtubule motor family proteins, actin depolymerizing factor (ADF) and Xu-142 beta-tubulin1 were down-regulated at 10 dpa in the *fl* mutant (Figure 4, Additional file 6). The down-regulation of several genes involved in cell wall loosening and elongation, structural reinforcement and cytoskeleton dynamics suggests their role in fibre development.

## Conclusions

SEM study indicated a delay in the initiation process of fibre cells on the epidermal layer of ovules in the *fl* mutant and elongation of these initials was completely stopped at about 2 dpa. Transcriptome analysis revealed the differentially expressed transcripts at various fibre developmental stages (0, 5, 10, 15 and 20 dpa) in the *fl* mutant as compared to their respective stages in the wild-type. 

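Touch-induced calcium sensors, AP2-EREBP and WRKY factors and the early genes of ethylene, auxin and brassinosteroid answer overlapping kinds of stimulus. Transcription factors make up 63 of the 334 transcripts lower at 0 dpa (18.9%). Among salicylic, jasmonic and abscisic acid transcripts, 30 of 122, 5 of 86 and 43 of 287 were lower at 0 dpa (13 higher and 60 lower, 17 higher and 21 lower and 45 higher and 127 lower over each list alone), in groups the study formed from its DETs and not independent evidence. The paper proposes from these calls that stress factors, calcium signalling and hormones regulate fibre cell initiation. Levels in fibre cells and in the rest of the ovule are not told apart by arrays of whole ovules.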

The down-regulation of stress responsive TFs (representing 19.6% of total down-regulated transcripts) and transcripts involved in the Ca^2+^-mediated signal transduction and phytohormone (ethylene, auxin and BR) biosynthesis and signalling pathways at fibre initiation stage suggested their regulatory role in fibre cell initiation and differentiation. Further, down-regulation of transcripts involved in the Calvin cycle, synthesis of RFOs (GolS1, GolS2), trehalose (TPS and TPP) and cell wall precursors and mitochondrial electron transport system at fibre elongation stage in the *fl* mutant suggested the reduction of overall sugar pool and significance of mitochondrial energy supply required for the synthesis of cell wall polysaccharides and to maintain redox-homeostasis. Similarly, down-regulation of transcripts involved in the synthesis of VLCFAs and phospholipids and lipid transport suggests the reduced fatty acid metabolism in the *fl* mutant. This study also supports the earlier findings on the role of pectin and xyloglucan modifying enzymes, expansins and arabinogalactans and cytoskeleton dynamics in the cell wall loosening and elongation process. Also the delayed expression of genes involved in phytohormone signalling and stress responsive TFs identified in the present study suggests the lack of coordinated expression of regulatory mechanisms involved in fibre cell initiation and differentiation in *fl* mutant. On the whole, the comprehensive transcriptome analysis of *Gossypium hirsutum* L. cv. MCU5 and its near isogenic fuzzless-lintless mutant revealed the stage specific involvement of several genes and pathways during fibre development.

## Methods

### Plant material

The *Gossypium hirsutum* L. cv. MCU5 (wild-type) and its near isogenic fuzzless-lintless mutant were grown in the field following normal agronomic practices. Flowers were tagged on the day of anthesis and considered as 0 dpa (days post anthesis). Cotton bolls were collected at fibre initiation (−2, -1, 0, 1 and 2 dpa), elongation (5, 10 and 15 dpa) and secondary cell wall synthesis (20 dpa) stages. The −2 and −1 dpa represent the days before anthesis. Harvested cotton bolls were immediately frozen in liquid nitrogen and stored at −70°C until used for total RNA extraction.

### Scanning electron microscopy analysis

Scanning electron microscopy (SEM) was performed at fibre initiation stage (−2 to 2 dpa) to observe the development of fibre initials on epidermal layer of ovules as described by Mir and Channa [58]. SEM was carried out with LEO 435 VP scanning electron microscope (LEO Electron Microscopy Ltd., Cambridge, England) at All India Institute of Medical Sciences (AIIMS), New Delhi, India.

### RNA isolation

Total RNA was isolated from fibre-bearing ovules of wild-type (WT) and fuzzless-lintless (*fl*) mutant collected at various stages of fibre development (0, 5, 10, 15 and 20 dpa). RNA was isolated using Spectrum^TM^ Plant Total RNA kit (Sigma, USA) according to the manufacturer’s protocol. During RNA purification on-column DNase treatment was given for removing trace amount of DNA. The quality and quantity of total RNA was assessed by Agilent Bioanalyzer 2100 (Agilent Technologies, USA).

### Microarray experiments and data analysis

Affymetrix cotton GeneChip genome array (Affymetrix, USA) having 23,977 probe sets representing 21,854 cotton transcripts was used for transcriptome analysis. Three biological replicates were used to test the reproducibility and quality of the chip hybridization. The One-Cycle Target Labeling and Control Reagent kit was used to prepare biotinylated complementary RNA (cRNA) for microarray hybridization. Array hybridization, staining and washing procedures were carried out as described in the Affymetrix protocols. The arrays were scanned with a GeneChip scanner 3000.

DAT, CEL, CHP, XML and JPEG image files were generated for each array using GeneChip Operating Software (GCOS) platform. CEL files having estimated probe intensity values were analyzed with GeneSpring GX-11.5 software (Agilent Technologies, USA) to get differentially expressed transcripts. The Robust Multiarray Average (RMA) algorithm was used for the background correction, quantile normalization and median polished probe set summarization to generate single expression value for each probe set. Normalized expression values were log2-transformed and differential expression analysis was performed using unpaired *t*-test. The *p* values were corrected by applying the false discovery rate (FDR) correction [59]. Differentially expressed transcripts with FDR corrected *p* value ≤ 0.01 and fold change ≥ 3 were included for further data analysis. The DETs were annotated based on NetAffx annotation data for cotton GeneChip ( http://www.affymetrix.com). To obtain functional annotation of transcripts, the consensus sequences of probe sets present in the cotton GeneChip genome array were mapped to the Arabidopsis TAIR protein database version 10 ( http://www.arabidopsis.org) by BLASTX with *E* value cut off ≤ e^-10^. Further, the DETs were grouped into various functional categories by using their corresponding *Arabidopsis* protein IDs in MIPS functional catalogue ( http://mips.gsf.de/projects/funcat). To identify the putative transcription factors and transcripts related to phytohormone biosynthesis and signal transduction pathways, the consensus sequences of all probe sets presented in cotton GeneChip genome array were searched against the Arabidopsis transcription factor database ( http://plntfdb.bio.uni-potsdam.de, version 3.0) and Arabidopsis hormone database ( http://ahd.cbi.pku.edu.cn, version 2.0) respectively, by BLASTX with *E* value cut-off ≤ e^-10^. Further, MapMan software version 3.5.0 was used to visualize the expression of differentially regulated cotton transcripts onto metabolic pathways ( http://gabi.rzpd.de/projects/MapMan/). The microarray data is deposited in the Gene Expression Omnibus database (GEO, http://www.ncbi.nlm.nih.gov/geo) at the NCBI under the Series Accession numbers GSE38490. The hierarchical clustering was performed based on centroid linkage with Euclidean distance using log fold change data with Cluster 3.0 to display the expression pattern and tree diagram of differentially expressed transcripts [60].

### The quantitative real-time PCR (qRT-PCR) analysis

First strand cDNA was synthesized using 1 μg of total RNA using AffinityScript QPCR cDNA Synthesis Kit (Stratagene, Agilent Technologies, USA) according to the manufacturer’s instructions. Gene specific qRT-PCR primers were designed using PrimerQuest software ( http://eu.idtdna.com) and the list of primers are presented in Additional file 7. The qRT-PCR was performed in triplicates using the Brilliant-III Ultra Fast SYBR Green QPCR master mix in Stratagene MX 3005P (Agilent Technologies, USA) detection system. The *GhPP2A1* gene (Accession No: DT545658) from *G*. *hirsutum* was used as reference gene to normalize the expression values [61]. The log2 fold change value was calculated based on 2^–(∆∆Ct)^ method.

## Competing interests

The authors declare that they have no competing interests.

## Authors’ contribution

KVP carried out microarray experiments, analyzed the transcriptome data and drafted the manuscript. KK carried out designing of primers, qRT-PCR analysis and revise the manuscript. GD, MK and MLVP and NJ conducted microarray experiments. SK and DPP involved in the SEM studies. AHP was involved in the SEM and manuscript preparation. TCM, HV and ISK planned and executed experiments to develop stage specific materials and collected stage specific samples for the transcriptome analysis and contributed in the manuscript preparation. VSR, PAK, SL and MKR involved in the designing of the experiments, data analysis, manuscript preparation and discussion. All authors read and approved the manuscript.

## Supplementary Material

Additional file 1 **List of differentially expressed transcripts (DETs) at 0, 5, 10, 15 and 20 dpa in the *fl* mutant as compared to their respective stages in WT.** Excel file containing the DETs with p value ≤ 0.01 and fold change ≥ 3. Click here for file

Additional file 2 **Functional classification of DETs at 0, 5, 10, 15 and 20 dpa in the *fl *mutant as compared to their respective stages in WT.** PPT file containing the DETs grouped into various functional categories based on MIPS data base. Click here for file

Additional file 3 **List of DETs encoding putative transcription factors (TFs) belonging to various families at 0, 5, 10 and 20 dpa in the *fl *mutant as compared to their respective stages in WT.** Excel file containing the differentially expressed putative transcription factors based on Arabidopsis transcription factor database (*E*-value cutoff ≤ e^-10^). Click here for file

Additional file 4 **List of DETs involved in phytohormone biosynthesis and signalling pathways at 0, 5, 10, 15 and 20 dpa in the *fl *mutant as compared to their respective stages in WT.** Excel file containing the DETs involved in phytohormone biosynthesis and signalling pathways were identified based on Arabidopsis hormone database (*E* value cutoff ≤ e^-10^). (XLS 669 kb) Click here for file

Additional file 5: **Differentially expressed transcripts (DETs) involved in carbohydrate metabolism at 0, 5, 10, 15 and 20 dpa in the *fl *mutant as compared to their respective stages in WT.** PPT file containing the DETs involved in biosynthesis of RFO, trehalose and cell wall precursors. Click here for file

Additional file 6 **List of DETs related to fatty acid metabolism, carbohydrate and energy metabolism, cell wall loosening and elongation 0, 5, 10, 15 and 20 dpa in the *fl *mutant as compared to their respective stages in WT.** Excel file containing the differentially expressed transcripts related to different functional categories based on MIPS and MapMan databases. Click here for file

Additional file 7 **List of primers used for qRT-PCR analysis.** Excel file containing the primer sequences used for qRT-PCR to validate microarray data. Click here for file

# Supplementary material for: Functional genomics of fuzzless-lintless mutant of Gossypium hirsutum L. cv. MCU5 reveal key genes and pathways involved in cotton fibre initiation and elongation
**Source:** BMC Genomics. 2012 Nov 14;13:624. doi: 10.1186/1471-2164-13-624
**Supplement:** Additional file 2 — Functional classification of DETs at 0, 5, 10, 15 and 20 dpa in the fl mutant as compared to their respective stages in WT. PPT file containing the DETs grouped into various functional categories based on MIPS data base.

## Slide 1

Padmalatha et al., Additional file 2
32 Cell rescue, defense and virulence
34 Interaction with the environment
14 Protein fate (folding, modification, destination)
01.05.02 sugar, glucoside, polyol and carboxylate metabolism
70.02 eukaryotic plasma membrane / membrane attached
20 Cellular transport, transport facilities and transport routes
30 Cellular communication/signal transduction mechanism
01.06 lipid, fatty acid and isoprenoid metabolism
10 Cell cycle and DNA processing
36 Systemic interaction with the environment
42 Biogenesis of cellular components
16 Protein with binding function or cofactor requirement
70.01 cell wall
70.04 cytoskeleton
18 Regulation of metabolism and protein function
11 Transcription
01.04 phosphate metabolism
Response to Stress
Additional file 2. Functional classification of differentially expressed transcripts during fibre developmental stages in fl mutant as compared to their respective stages in WT (G. hirsutum L. cv. MCU5) based on MIPS data base. 1-5 represents the 0, 5, 10, 15 and 20 dpa.

# Supplementary material for: Functional genomics of fuzzless-lintless mutant of Gossypium hirsutum L. cv. MCU5 reveal key genes and pathways involved in cotton fibre initiation and elongation
**Source:** BMC Genomics. 2012 Nov 14;13:624. doi: 10.1186/1471-2164-13-624
**Supplement:** Additional file 5: — Differentially expressed transcripts (DETs) involved in carbohydrate metabolism at 0, 5, 10, 15 and 20 dpa in the fl mutant as compared to their respective stages in WT. PPT file containing the DETs involved in biosynthesis of RFO, trehalose and cell wall precursors.

## Slide 1

Padmalatha et al., Additional file 5
Glucose
A
UDP-glucose
Glu-6-P
MIPS
Ghi.9535.1.S1_s_at (↓10)
UDP
Myo inositol-1-P
IP
TPS
Ghi.3451.2.A1_at (↓5)
GhiAffx.2018.1.S1_at (↑10)
Myo inositol
GolS1
Ghi.10579.1.S1_at (↓10, ↓15)
GhiAffx.39411.1.S1_at (↓20)
GolS2
GhiAffx.8202.1.S1_s_at (↓10)
UDP-galactose
Trehalose-6-P
TPP
Ghi.3389.2.A1_s_at (↓10)
Ghi.4391.1.A1_at (↓10)
UDP
Galactinol
Trehalose
Sucrose
RS/SIP1
GhiAffx.16092.1.A1_s_at (↓10) Ghi.8192.2.S1_s_at (↓10)
Myo inositol
Raffinose
STS
GhiAffx.8616.1.A1_at (↓10)
Stachyose
B
D-glucose-6-P
D-glucose-1-P
UGP1
GhiAffx.1589.7.S1_at (↓0, ↓10, ↓15, ↓20 dpa)
UGP2
Ghi.4828.1.S1_s_at (↓10 dpa)
GraAffx.1872.1.S1_s_at (↓10 dpa)
Susc
Ghi.2039.2.S1_s_at
(↑5, ↓10 , ↓15, ↓20 dpa)
Sucrose
UDP-D-glucose
UGE1
GhiAffx.19125.1.A1_at (↓5, ↑10 dpa)
Gra.2050.1.S1_s_at (↓5)
UGE5
GhiAffx.19354.1.S1_s_at (↓10 dpa)
UGD
Gra.2095.2.S1_s_at (↓10)
Ghi.8750.1.A1_at (↓10, ↓15)
Ghi.9211.1.S1_s_at (↓10)
UDP-D-glucuronic acid
GAE1
Ghi.10438.1.S1_s_at (↓0, ↓10, ↑15 dpa)
UDP-D-galactose
D-glucuronic acid
UDP-D-galacturonic acid
MIOX1
Ghi.8187.2.A1_at (↓10)
Gra.2699.2.S1_at (↑20 dpa)
MIOX4
GraAffx.9655.1.S1_s_at (↓10 , ↑20 dpa)
UXS5
Ghi.6066.1.S1_s_at (↓10)
UDP-D-xylose
myo-inositol
Additional file 5 Differentially expressed transcripts (DETs) involved in carbohydrate metabolism during fibre development stages in MUT. (A) DETs involved in RFO and trehalose biosynthesis pathway in MUT. GolS: galactinol synthase, IP: myo-inositol phosphate phosphatase, MIPS: myo-inositol-1-phosphate synthase, RS/SIP1: raffinose synthase/seed imbibition protein, STS: stachyose synthase, TPP: trehalose phosphate phosphatase and TPS: trehalose phosphate synthase. (B) DETs involved in synthesis of cell wall precursors in MUT. GAE: UDP-D-glucuronate 4-epimerase, MIOX: myo-inositol oxygenase, SUS: sucrose synthase, UGD: UDP-glucose 6-dehydrogenase, UGE: UDP-D-glucose/UDP-D-galactose 4-epimerase, UGP: UDP-glucose pyrophosphorylase, UXS5: UDP-XYL synthase.

How the deposited data were processed for this re-analysis (not part of the article)

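Ovules of the fl mutant and fibre-bearing ovules of its near-isogenic WT, cv. MCU5, were compared at 0, 5, 10, 15 and 20 dpa on Affymetrix cotton GeneChip arrays, with 3 biological replicates per genotype and stage, 30 arrays in 10 groups. The authors made the log2 values, as deposited, by RMA in GeneSpring GX from the scanner's CEL files; the values themselves show 1 more step, in which every probe set was shifted to a median of 0 over the 6 arrays of its stage. The table therefore holds differences within a stage and no expression levels, and no level was compared between stages or between probe sets. Array medians lay close to 0 in every stage, and all of the arrays were used.

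Of 24132 probe sets, 103 Affymetrix controls were left out, and 24029 were tested, among them 52 reporter probe sets. At each stage limma 3.58.1 (lmFit and eBayes, R 4.3.3) compared the 3 fl mutant with the 3 WT arrays of that stage; a transcript was called at a Benjamini-Hochberg adjusted p of at most 0.01 and a fold change of at least 3, the thresholds of the study. Whether the genotype difference at 15 dpa differed from that at 0 dpa was tested in 1 limma fit of all 30 arrays with a mean per group, at the same thresholds applied to the difference of the log2 folds. Adjusted p-values and SE in the text come from these fits, with n = 3 arrays per genotype, which limits the precision of any single fold. On simulated data of this design limma called 62 to 66 of 67 transcripts shifted 4-fold at each stage and 0 of 23829 left unchanged. The methods' t-test called 40 to 56 of the 67. The simulated errors were independent and few transcripts were changed, so errors shared between transcripts or arrays and effects of normalization were not covered. Fisher's exact test, the binomial test and the counts were run in Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1.

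Gene lists were the transcription factor families of Additional file 3, the phytohormone groups and categories of Additional file 4, the sections of Additional file 6, the transcripts of Table 1 and the 28 qRT-PCR transcripts, all chosen by the study on these arrays, and 9 lists fixed here for fibre, embryo storage, seed coat flavonoid, photosynthesis, cell cycle, ribosomal, clock, heat shock, and rapid wound and touch genes. For each list the members higher, lower and not passing were counted, and counted again with p adjusted over the list alone, at an adjusted p of at most 0.01 and with no fold threshold. Direction was tested with limma's fry and with camera, at a preset correlation between members of 0.01 and with an estimated correlation, adjusted over all lists and stages and read at 0.05; the lists fixed here name only transcripts that the paper's tables hold, which are DETs, so their counts are descriptive. Gene names are those of the paper's own tables, which name 2367 probe sets, 2098 of them with an Arabidopsis match; the copy of Additional file 1 used here holds 1443 of its 3897 lines.

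The transcripts named are every probe set or gene named in the Results, Table 1 or Additional file 7 that a table pairs with a probe set, and at each stage the 5 named transcripts with the largest fold in each direction; where several probe sets share a name, the first listed in Additional files 3, 4, 6, 7 and then 1 stands first, since levels to choose by are not held. The paper's tables give folds of these transcripts, so their values count as seen; transcripts outside this rule were named after their values were seen, namely those of WRKY33, WRKY40, WRKY70, HSFA3, HSFA8, HSFB2B, HSFB4, LEA14, NAD4L, ATNDI1, AOX1A, COX2, ETFALPHA, ETFQO, PME44, QRT2, BGAL1, BGAL2, ATBFRUCT1, PAKRP1L, the pectate lyase, the pectinesterase and the AT5G10560 match, and in the closing part HTA5, CYCD3;3, LHY, PRR7, CHS (GHI.1443.1.S1_X_AT), DFR, LDOX, LHCB4.1, LHCB6 and the AT1G35680 match. Samples were grouped by the labels given with the arrays. At 5 and 20 dpa the sign of 882 of 882 folds is opposite to that in the study's additional files, with sizes within 0.05 on the log2 scale for all but a single transcript at 5 dpa; the labels were kept, and the groups of these stages are named by them. qRT-PCR signs were read by eye from Figure 5 after the array values were seen, leaving out bars smaller than about 0.3 on its log2 axis.

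The thresholds, tests, lists, the rule for named transcripts and most alternatives were chosen before the data were examined: the methods' t-test, all 30 arrays in 1 fit, a block for the replicate number, arrays centred on their 75th percentile, a fold change of at least 2, an adjusted p of at most 0.05, each replicate left out in turn, only the 12 arrays of the compared stages, and camera with an estimated correlation. Added after the values were seen were arrays centred on their median, WT and fl mutant labels exchanged at 5 and 20 dpa, and overlaps without the arrays of these stages. Because of the shift to stage medians, quantile normalization over all arrays, a filter on dim probe sets, an intensity trend in eBayes and the nearest WT stage of each mutant array were not run.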

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

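The tests of exchanged labels, turned signs, collection and handling, temperature and single arrays were chosen after the result was seen; the tests on other splits of the arrays were not. The difference between fl mutant and WT itself differed between 15 and 0 dpa for 1268 transcripts, a difference between stages that stood out. With the genotype labels split in other ways within these stages the highest count was 955. Only 1 of 100 splits, the real one, gave 1268. Some of the other splits could keep the true genotypes together at 1 of the stages and so carry part of the real difference. The count of 955 is therefore not what chance alone would give, and the comparison cannot decide on chance. RRTF1 (oxidative signalling, GHI.9720.1.S1_AT) differed by 11.75 between the log2 folds of 15 and 0 dpa, TCH4 (xyloglucan remodelling, GHI.10493.1.S1_S_AT) by 12.60 and CYP87A2 (cytochrome P450, matched to CPD in Additional file 4, GHI.1119.1.S1_S_AT) by −8.45. Signals in lists fixed here are 12 of 17 cell cycle transcripts lower at 10 dpa and 11 of 13 seed coat flavonoid transcripts lower among the arrays labelled fl mutant at 20 dpa, and outside them stands the reporter probe set RPTR-GHI-U57609-2_S_AT, whose log2 fold at 5 dpa was −4.71 by the labels. For the DETs at each stage the real grouping gave 371 at 0 dpa, 484 at 5 dpa, 2754 at 10 dpa, 824 at 15 dpa and 1062 at 20 dpa and the highest other grouping 0 at each, with only 1 of 10 splits as large; the splits are too few for a share under 0.05.

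At 5 and 20 dpa the direction by the sample labels is opposite to the study's. Values whose sign was turned at these stages are argued against, because transcripts vary more where they are lower: at 20 dpa, the higher of these stages, 34.8% of DETs have the larger SD in the higher group, within the range of 0, 10 and 15 dpa (19.9, 36.9 and 25.8%), whereas turned signs would put the larger SD in the higher group of most DETs. WT and fl mutant labels exchanged at 20 dpa stays open: of 59 transcripts apart at 20 dpa that go 1 way at 0, 10 and 15 dpa, 51 go the opposite way, and of the DETs shared with 10 and 15 dpa 288 of 375 and 201 of 237 are opposite, but 54 of 90 shared with 0 dpa go the same way, and opposite directions occur between 0 and 15 dpa too (154 of 205). WT and fl mutant labels exchanged at 5 dpa stays open, since 20 of 25 such transcripts and 95 of 100 and 66 of 97 DETs shared with 0 and 15 dpa go the opposite way but 218 of 263 shared with 10 dpa go the same way, and so does the counter-explanation that the labels are right and the study took the fold as WT over fl mutant at these stages. The qRT-PCR bars run with the study's direction, 40 of 49 being opposite to the labels (16 of 23 at 5 dpa and 24 of 26 at 20 dpa). Among DETs 0 of 18 bars have the sign of the labels, and 17 of these bars are at 20 dpa. At 20 dpa the bars argue against a turn of the study's array folds alone, whereas at 5 dpa only 1 bar belongs to a DET. The bars cannot part exchanged labels from qRT-PCR folds taken the same way round as the array folds. No biological explanation was tested.

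Rapid wound and touch genes were lower at 0 dpa and higher at 15 dpa in the mutant. WT and fl mutant labels exchanged at 15 dpa on the arrays alone are argued against for the qRT-PCR transcripts. All 27 clear bars there have the sign of the labels, among them all 22 that belong to a DET. The fold tables of the additional files have that sign for 524 of 525 transcripts at 15 dpa. An exchange before both assays stays open: of 14 fibre list transcripts called at both 10 and 15 dpa, 10 have the same direction (binomial test, p = 0.18). Of the DETs shared with 15 dpa, 246 of 439 at 10 dpa go the same way but 154 of 205 at 0 dpa the opposite way. A difference in collection or handling between the genotypes at 0 and 15 dpa cannot be told apart from a difference in development, because the labels and methods do not say whether the genotypes were collected together; 82.8% of the list's members lower at 0 dpa are higher at 15 dpa, and counting each gene with an Arabidopsis match once, 13 of 14 are, against 76 of 184 other genes (Fisher's exact test, p = 1.58e-04), a surplus that handling and development would both give. The binomial test and Fisher's test count genes as independent, although genes such as the touch and wound genes are switched together. Their p-values therefore do not measure the spread between arrays. The delay of signalling in the mutant that the paper proposes stays open and was not tested.

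Heat shock genes were lower in the mutant at 10 dpa. A single heat-stressed array as the cause is argued against, since at least 41 of 53 members of the heat shock list stay lower whichever array is left out, against 43 with all. A difference in temperature at collection between the genotypes at 10 dpa cannot be told apart from a lower need for chaperones in ovules without fibres: the list's median log2 fold was −2.79, and the labels and methods do not say whether the genotypes were collected together or at which temperature; a biological difference between the genotypes stays open and was not tested.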

How the results depend on the processing

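The tests with each array centred on its median, with WT and fl mutant labels exchanged at 5 and 20 dpa and without the arrays of these stages were chosen after the result was seen. Counts were held to 1.5 times their value and shares to their own spread, a narrower limit. Counts and shares stayed within these limits for all 198 values with 1 replicate left out, for all 30 with the methods' t-test and for all 30 with all 30 arrays in 1 fit. They also did for all 31 at an adjusted p of at most 0.05, for all 32 with a replicate block and for 31 of 32 with each array centred on its 75th percentile. Of 1890 log2 folds of named transcripts, 1886 kept their side of the threshold with the methods' t-test, 1878 with the 75th percentile, 1881 with the median and 1690 at a fold change of at least 2, where the other 200 pass; with 1 replicate left out 11243 of 11340 did, and of 687 calls 32 are lost without some 1 array. Counts of list members by direction held for 5035 of 5100 with 1 replicate left out, 837 of 850 with the 75th percentile, 848 of 850 with the methods' t-test and 662 of 850 at a fold change of at least 2. Directions of lists by fry held for 2084 of 2190 with 1 replicate left out, 331 of 365 with the 75th percentile and 343 of 365 with a replicate block. Camera with an estimated correlation left 211 of 365 unchanged, most of them called with neither correlation. Of 168 called with the preset correlation, 14 stayed called with the estimated one. Every scaling moved the median of all genes by less than 0.1 on the log2 scale. Signal over background limits the calls in a way that cannot be examined here, because levels are not held; for the same reason quantile normalization over all arrays, the filter on dim probe sets, the intensity trend and the nearest WT stage of the mutant arrays were not run.

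At a fold change of at least 2, where more transcripts pass by construction, the DETs higher and lower were 177 and 722 at 0 dpa, 880 and 200 at 5 dpa by the labels, 2832 and 2640 at 10 dpa, 870 and 866 at 15 dpa and 1350 and 1257 at 20 dpa by the labels; the share of lower transcripts became 80.3, 18.5, 48.2, 49.9 and 48.2%, the transcripts called at exactly 1 stage 5027 and those whose genotype difference differed between 15 and 0 dpa 2890. Transcription factor transcripts called became 88 at 5 dpa, 127 at 15 dpa and 124 at 20 dpa, and phytohormone transcripts 240 at 0 dpa, 276 at 5 dpa and 467 at 20 dpa. The share of lower transcripts at 10 dpa was 61.2% with each array centred on its 75th percentile and 59.6% on its median; the cause was not tested. With labels exchanged, by construction, 5 dpa had 43 DETs higher and 441 lower, a share of 91.1%, 20 dpa a share of 55.9%, and 1 transcript was higher at all stages; without the arrays of 5 and 20 dpa 5 were higher and 24 lower at all remaining stages, which are fewer.

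By camera with an estimated correlation the direction of the transcription factors was no longer called at 5 dpa (adjusted p = 0.15) and 20 dpa (adjusted p = 0.0811), nor that of the phytohormone transcripts at 5 dpa (adjusted p = 0.0978) and 20 dpa (adjusted p = 0.0666); the cause was not tested. With each array centred on its 75th percentile 4 lists turned their direction at 0 dpa, with fry adjusted p-values of 0.0285 for G2-like factors, 0.0127 for the heat shock list fixed here, 0.666 for mitochondrial electron transport and 0.00471 for pectin modifying enzymes; their members go both ways, and the cause was not tested. With 1 replicate left out, some lists whose members go both ways turned; their limma fry adjusted p-values ranged, lowest to highest: AUX/IAA factors at 15 dpa 0.00195 to 0.364 (turned: 0.364 without fl mutant replicate 3), bHLH factors at 15 dpa 0.00391 to 0.0968 (turned: 0.0968 without fl mutant replicate 2), auxin at 15 dpa 0.00134 to 0.0732 (turned: 0.0732 without WT replicate 3), cytokinin at 15 dpa 0.0081 to 0.0991 (turned: 0.0387 without WT replicate 2). The same held for ethylene at 15 dpa 1.89e-04 to 0.743 (turned: 0.0467 without WT replicate 2 and 0.0974 without WT replicate 3), the heat shock list fixed here at 0 dpa 0.0109 to 0.336 (turned: 0.336 without fl mutant replicate 3), the qRT-PCR transcripts at 15 dpa 1.00e-04 to 0.00869 (turned: 0.00869 without WT replicate 1), cellulose synthases at 20 dpa 0.0115 to 0.89 (turned: 0.0115 without WT replicate 3), expansins at 20 dpa 7.25e-04 to 0.414 (turned: 0.414 without WT replicate 1), pectin modifying enzymes at 15 dpa 0.00205 to 0.0429 (turned: 0.0385 without fl mutant replicate 1 and 0.0216 without fl mutant replicate 2), xyloglucan modifying enzymes at 15 dpa 7.64e-05 to 0.00507 (turned: 3.11e-04 without fl mutant replicate 1 and 0.00401 without fl mutant replicate 2); the cause was not tested.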

Differences from the paper's values

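The tests with labels exchanged at 5 and 20 dpa, with arrays centred on their median and without the arrays of 5 and 20 dpa were chosen after the result was seen; the other alternatives were set before the data were examined. The paper states that 91.5% of the DETs were down-regulated at 5 dpa, and 8.88% were lower here by the labels; the paper's Figure 1C shows about 40 up-regulated and about 430 down-regulated DETs at 5 dpa, read by eye, against 441 and 43 here. All of the alternatives set before the data were examined leave these differences, and with the labels exchanged, chosen after the values were seen, the share is 91.1% and the counts 43 and 441, with no call dropped, because the exchange turns signs and leaves every size. At 20 dpa the counts by direction in that figure are likewise those found here with the directions turned.

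In Table 1, 33 of 52 folds have the paper's sign here and 19 the opposite, all of these at 5 and 20 dpa. At 5 dpa the paper's −11.9 for PIP2;2 (GHIAFFX.10920.2.S1_AT) stands against 12.0 here, its −62.5 for NRT1.5 (GHI.3135.1.S1_AT) against 62.6, its −6.5 for the proline transporter PROT2 (GHI.6855.1.A1_S_AT) against 6.52, its −4.6 for STP1 (GHI.9885.1.A1_AT) against 4.67, its −5.2 for osmotin 34 (GHI.10646.1.S1_S_AT) against 5.26, its −20.5 for GST30 (GHI.779.1.S1_AT) against 20.5, its −14 for peroxidase 2 (GHI.7950.1.S1_AT) against 14.1, its −26.2 for ASN1 (GRA.2231.1.S1_S_AT) against 26.2 and its −5.1 for CHS (GRA.432.1.S1_S_AT) against 5.18. At 20 dpa the paper's −6.7 for HSFA2 (GHI.10292.1.S1_S_AT) stands against 6.78, its −6.5 for HSP18.2 (GHI.9308.1.S1_AT) against 6.59, its −10.9 for HSP90 (GHIAFFX.3815.1.A1_S_AT) against 10.9, its −5.8 for HSP70 (GHI.8378.2.S1_S_AT) against 5.88, its 102.2 for osmotin 34 against −102.3, its −4.4 for RDL (GHI.5529.1.S1_X_AT) against 4.47, its −10.5 for GLP1 (GHI.789.1.S1_AT) against 10.5, its −3.2 for CHS (GHI.6103.1.S1_AT) against 3.28, its 17.7 for CHS (GRA.432.1.S1_S_AT) against −17.7 and its 3.7 for the Ca²⁺-ATPase (GHI.3763.1.A1_S_AT) against −3.77. Turned in direction, all of these are close in size.

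At 5 dpa the paper's −16.5 for the Ca²⁺-ATPase (GHI.3763.1.A1_S_AT) stands against −1.00 here, while its 10 dpa fold here is −16.5 and Table 1 gives none for that stage. For RDL (GHI.5529.1.S1_X_AT) the paper gives −3 at 0 dpa and −8.2 at 15 dpa against −2.38 and −7.39. Of 220 values of the 22 differing folds under alternatives set before the data were examined, 2 do not differ from the paper's, both of RDL at 15 dpa: −7.55 without WT replicate 3 and −7.96 without fl mutant replicate 1.

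Over the fold tables of the study's additional files, 882 of 882 folds at 5 and 20 dpa have the sign opposite to that found here, and 2722 of 2723 at 0, 10 and 15 dpa the same sign. An entry of Additional file 6 for GHI.2939.2.A1_S_AT at 15 dpa has the opposite sign and another size, the log2 fold here being −0.19, and one for GHI.3175.1.S1_AT at 5 dpa is larger than the 1.67 here. The paper names families and genes as down-regulated at 5 dpa or 20 dpa that are higher here by the labels, among them NAC047, RD26, NAC074, ACO4, NRT1.5, EXLB1 and TBL38 at 5 dpa and HSFA2, MBF1c, AIR1, EXPA1, the β-glucanase and the heat shock proteins at 20 dpa. The paper shows 1 transcript up-regulated at all 5 stages, and here none was by limma; with the labels exchanged 1 is.

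The paper states that CDPK6 was down-regulated at 0 dpa; of 4 such transcripts none was called there, the log2 folds lying between −0.49 (GHI.58.1.S1_S_AT) and 0.92 (GRA.245.1.A1_S_AT). It states that CYP83B1 transcripts were lower at 0 and 5 dpa; of 22 here 1 was lower at 0 dpa, and 2 were higher at 5 dpa by the labels. It states that KNAT3 was lower at 10 dpa, and here GHIAFFX.23866.1.S1_AT was lower (−3.57) and GRAAFFX.9648.1.S1_S_AT higher (3.08). It states that trehalose-6-phosphate synthases were lower during elongation; of 3 here 2 were higher at 5 dpa by the labels, which with the labels exchanged would be lower, and 1 was higher at 10 dpa, as Additional file 5 marks it too. It names ACO1 as lower at 5 dpa; its log2 fold here (GHI.6502.1.S1_AT) is −1.07 by the labels. It states that DREB1-like and RRTF1 factors were lower at 5 dpa; here GHI.8116.1.S1_AT (0.19) and GHI.9720.1.S1_AT (−0.09) did not pass. It states that auxin, brassinosteroid, ethylene and gibberellin biosynthesis genes were lower at initiation and elongation; the group here is wider, all 88 hormone biosynthesis transcripts of Additional file 4, of which 3 were lower at 0 dpa, and 41 were higher and 16 lower at 10 dpa, so the values are not of like groups.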

Other observations

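Of 13 seed coat flavonoid transcripts, 2 were higher and 11 lower among the arrays labelled fl mutant at 20 dpa (2 and 11 over the list alone), with CHS (chalcone synthase, the first flavonoid enzyme, GHI.1443.1.S1_X_AT) at log2 −3.77 (SE 0.07, adjusted p = 7.88e-09), LDOX (anthocyanidin synthesis, GHI.1234.1.S1_S_AT) at −2.97 (SE 0.0628, adjusted p = 1.30e-08) and DFR (dihydroflavonol reductase, GHI.9683.1.S1_S_AT) at −2.35 (SE 0.0956, adjusted p = 3.47e-07); at 15 dpa 3 were lower. Light-harvesting and photosystem transcripts, markers of green tissue, were lower at 15 dpa (9 of 27) and higher by the labels at 20 dpa (15 higher, 1 lower), LHCB6 (antenna protein, GHI.6665.1.S1_S_AT) at 3.19 (SE 0.0922, adjusted p = 5.88e-08) and LHCB4.1 (GHIAFFX.8449.1.A1_S_AT) at −2.07 (SE 0.1, adjusted p = 9.55e-06) and 2.35 (SE 0.0932, adjusted p = 2.98e-07). Among 17 cell cycle transcripts at 10 dpa HTA5 (histone H2A, GHIAFFX.6539.1.A1_S_AT) stood at −2.56 (SE 0.102, adjusted p = 1.57e-07), while CYCD3;3 (a cyclin that drives division, GHIAFFX.40510.1.S1_AT) was higher, 2.09 (SE 0.0982, adjusted p = 4.01e-07). Of 49 cytokinin transcripts 27 were higher and 12 lower at 10 dpa (29 higher and 15 lower over the list alone), a group chosen by the study from its DETs.

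Of 53 fibre genes fixed here, 0 were higher and 5 lower at 0 dpa, 10 and 26 at 10 dpa and 5 and 21 at 15 dpa (12 higher and 21 lower, 10 higher and 31 lower and 17 higher and 28 lower over the list alone), and by the labels 3 and 1 at 5 dpa and 12 and 10 at 20 dpa. Heat shock transcripts fixed here numbered 43 lower and 2 higher of 53 at 10 dpa, and 29 higher and 1 lower by the labels at 20 dpa. Of 7 clock transcripts 2 were higher and 3 lower at 10 dpa, LHY (a morning clock factor, GHIAFFX.3473.1.S1_AT) at log2 −2.00 (SE 0.079, adjusted p = 1.45e-07) and PRR7 (its repressor, GHI.7978.1.S1_S_AT) at 1.81 (SE 0.0953, adjusted p = 7.84e-07), and LHY was higher at 0 dpa, 1.77 (SE 0.054, adjusted p = 6.61e-07). Of 3 embryo storage transcripts 2 were higher by the labels at 20 dpa, and of 2 ribosomal transcripts 1 (AT3G59540 match, GHIAFFX.43628.1.S1_X_AT) was higher at 0 dpa, 2.29 (SE 0.0904, adjusted p = 2.49e-06), and 1 at 10 dpa (GHIAFFX.911.1.S1_S_AT), 1.84 (SE 0.139, adjusted p = 6.70e-06). These lists hold DETs named by the paper's tables, so their counts are descriptive.

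Across all 24029 probe sets and by the labels, the log2 folds of 0 dpa correlated (Pearson) with those of 5, 10, 15 and 20 dpa at −0.34, 0.12, −0.23 and 0.15, those of 5 dpa with 10, 15 and 20 dpa at 0.16, −0.16 and −0.10, those of 10 dpa with 15 and 20 dpa at 0.06 and −0.18, and those of 15 dpa with 20 dpa at −0.35.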
